# β-Sheet Breaker Peptide-HPYD for the Treatment of Alzheimer's Disease: Primary Studies on Behavioral Test and Transcriptional Profiling

**DOI:** 10.3389/fphar.2017.00969

**Published:** 2018-01-08

**Authors:** Weiying Liu, Fengxian Sun, Moxin Wan, Fang Jiang, Xiangyu Bo, Laixiang Lin, Hua Tang, Shumei Xu

**Keywords:** Alzheimer's disease, HPYD, β-amyloid peptides, APP, β-sheet breaker peptide

## Abstract

**Background:** Alzheimer's disease (AD), is a progressive neurodegenerative disease that is characterized by cognitive loss. Most researchers believe that aggregation and accumulation of β-amyloid peptides (Aβ) in brain cells are the central pathological hallmark of this disease.

**Methods:** Based on the amyloid hypothesis, a 10 amino acids β-sheet breaker peptide HPYD (His-Lys-Gln-Leu-Pro-Phe-Tyr-Glu-Glu-Asp) was designed according to the structure and sequence of the previous designed peptide H102. Accelerated stability test, thioflavine T (ThT) fluorescence spectral analysis and transmission electron microscopy (TEM) imaging were performed to detect the stability and inhibitory effects on the aggregation of Aβ_1−42_ by H102 and HPYD. FITC-labeled HPYD was first tested to determine whether it could be transferred along the olfactory pathway to the brain after nasal administration to mice. Subsequently, the Morris Water Maze (MWM) test for behavioral analysis was used to investigate the learning and memory ability of APP/PS1 transgenic mice by HPYD. Immunohistochemistry and western blot analysis was performed to determine the role of HPYD on Aβ and APP protein levels. In addition, microarray analysis was used to evaluate the effect of HPYD on gene expression in AD mouse models.

**Results:** Our *in vitro* results demonstrated that HPYD had enhanced stability and inhibitory effects on Aβ_1−42_ aggregation compared to H102. HPYD could be delivered into the brain through nasal administration and improved the learning and memory ability in APP/PS1 transgenic mouse models by reducing Aβ and APP protein levels. In addition, microarray analyses suggested that several genes related to the inflammatory pathway, AD and gluco-lipid metabolism were dysregulated and could be restored to almost normal levels after HPYD administration to mice.

**Conclusions:** Our results demonstrated that HPYD could be a potential therapeutic drug candidate for the treatment of AD.

## Introduction

Alzheimer's disease (AD) is a complex, severe neurodegenerative disorder of the central nervous system, which manifest as progressive cognitive decline and memory impairment in the elderly and presenium individuals. More than 44 million people are currently living with AD and the global health care cost in 2010 was about US$818 billion (Weiner et al., 2013). The incidence of AD has been increasing every year, and by 2050 about 131.5 million people will suffer from dementia if there are no effective therapies (Cummings et al., 2016). Although AD has led to a major social and health care problem, there is still no absolute effective treatment for the disease. Hence, it is critical to develop novel drugs and effective therapies for AD.

The pathological characteristics of AD mainly include massive senile plaque deposits, neurofibrillary tangles as well as selective loss of neurons and synapses in specific brain regions, such as the cerebral cortex and hippocampus (Mattson, 2004; Shen and Kelleher III, 2007). Senile plaques contain extracellular deposits of β-amyloid peptide in its fibrillar form and neurofibrillary tangles, which are composed of hyper phosphorylated tau protein. There are many hypothesis regarding the pathogenesis of AD, such as the cholinergic hypothesis (Francis et al., 1999), amyloid hypothesis (Hardy and Allsop, 1991; Mudher and Lovestone, 2002), tau hypothesis (Goedert et al., 1991; Mudher and Lovestone, 2002) and several other hypotheses (Reisberg et al., 1999; Deane and Zlokovic, 2007). The amyloid hypothesis has become the most accepted mechanistic hypothesis for AD pathogenesis, although some amendments have been made.

β-amyloid peptides (Aβ) are 39–42 amino acid peptide residues that are derived from putative intramembranous processing of amyloid precursor protein (APP) by γ-secretase/PS1 aspartyl protease (Selkoe, 1999; Hardy and Selkoe, 2002). Only a small amount of Aβ is generated by the cleavage of APP by β- or γ-secretase in healthy individuals, while a large amount of APP is metabolized by α- and β-secretase without Aβ generation (Haass et al., 1992; Zhang and Xu, 2007). However, genetic mutations in β- or γ-secretase in AD patients results in increased APP cleavage activity, which subsequently generates large amounts Aβ. Aβ has been shown to aggregate and accumulate abnormally in the brain of AD patients, and extracellular amyloid plaques of Aβ peptides aggregation can trigger a cascade of pathologic events leading to nerve fiber entanglement and neuronal apoptosis (Hardy and Selkoe, 2002; Karran et al., 2011).

Recently, it has been demonstrated that smaller and more soluble aggregates, including a variety of compounds of soluble oligomers, ADDLs (amyloid β-derived diffusible ligands) or protofibrils to be the predominant toxic forms of Aβ (Walsh and Selkoe, 2007; Allsop and Mayes, 2014; Karran and De Strooper, 2016; Selkoe and Hardy, 2016). Compared to fibrillar plaques, Aβ oligomers (AβOs) are considered to be the main mediators of cytotoxicity in AD (Ashe and Aguzzi, 2013). The oligomeric Aβ can initiate the phosphorylation of Src kinase Fyn, asparagine endopeptidase (AEP) and GSK3-β, which then can subsequently induce the hyperphosphorylation of tau protein (Martin et al., 2013; Zhang et al., 2014). AβOs and ADDLs bind to synaptic contacts and cellular membranes more rapidly and with higher affinity than fibrillar Aβ (Aβf). This binding compromises the integrity of intracellular membranes to induce an elevation of intracellular Ca^2+^, which then results in rapid and massive neuronal cell death (Demuro et al., 2005; Deshpande et al., 2006). In addition, Aβ also could upregulate inflammatory cytokines and increase the nitric oxide release to cause neuroinflammation (Hu et al., 1998). Several studies have demonstrated that Aβ can induce the expression of several inflammatory factors, including CASP1, CASP4, PLA2G4A, and PTPRC (Lee et al., 2011; Zhu et al., 2011; Mehta et al., 2012; Kajiwara et al., 2016). It has been reported that soluble Aβ_1−42_ protofibrils could stimulate microglial production of tumornecrosis factor α (TNFα) to stimulate inflammatory responses (Paranjape et al., 2013). Taking all these observations and studies into consideration, the amyloid hypothesis is recognized as the most prominent theory to explain the pathogenesis of AD.

It is thought that Aβ aggregations are generated due to Aβ clearance deficiencies of γ-secretase (Jarrett et al., 1993; Golde et al., 2000; McGowan et al., 2005). Hence, many secretase inhibitors were developed as the initial small-molecular therapies for AD (De Strooper et al., 2010). Semagacestat, a γ-secretase inhibitor, reached Phase 3 clinical trials, but was halted due to adverse events of worsening cognition and activity, as well as increasing the incidence of skin cancer (Karran and De Strooper, 2016). Many other strategies were also considered for AD, for example, inhibiting Aβ aggregation. Tramiprosate was found to inhibit Aβ aggregation by maintaining Aβ in a non-fibrillar form, thus inhibiting amyloid deposition (Gervais et al., 2007). Tramiprosate could significantly reduce brain amyloid plaque load (~30%) and the cerebral levels of soluble and insoluble Aβ_40_ and Aβ_42_ (~20–30%) in TgCRND8 mice (Gervais et al., 2007). However, no significant therapeutic effects were observed as primary outcomes in the Alzheimer Disease Assessment Scale-cognitive subscale (ADAS-cog) and Clinical Dementia Rating-Sum of Boxes (CDR-Sum of Boxes) in phase III trials (Aisen et al., 2011). Nonetheless, ALZ-801, a novel prodrug of tramiprosate, has shown excellent oral safety and tolerability, and its PK characteristics were significantly improved compared to oral tramiprosate in phase I studies (Hey et al., 2017). Additionally, immunotherapies were considered for AD therapy. Bapineuzumab and solanezumab represent two humanized monoclonal antibodies that increases the clearance of Aβ by specifically targeting amino acids 1–5 and 16–24 of Aβ peptide, respectively. However, Phase 3 clinical trials of bapineuzumab were halted after the completion of two trials because it did not improve clinical outcomes in patients with AD (Salloway et al., 2014). Similarly, solanezumab also failed to meet the primary outcome in Phase 3 clinical trials (Siemers et al., 2016). Although many amyloidocentric drugs have failed after Phase 3 clinical trials, it does not diminish the pathogenic theory of this disease.

Aβ consists of a hydrophobic carboxyl terminus and a hydrophilic amino terminus. The hydrophobic carboxyl terminus of Aβ mainly consists of β-sheets while the hydrophilic amino terminus mainly consists of α-helix and β-turns (Chou and Fasman, 1977). Aggregation of monomeric Aβ into oligomers are formed through the internalization of the hydrophobic carboxyl terminus and exposing the hydrophilic amino terminus (Hilbich et al., 1992). The carboxy terminus of Aβ is critical for amyloid formation.

β-sheet breaker peptides (also referred to as peptidic inhibitors) are a class of compounds that are highly potent in ameliorating Aβ_1−42_- or α-synuclein-inflicted cell toxicity (Watanabe et al., 2002; El-Agnaf et al., 2004). β-sheet breaker peptides are homologous to regions of the β-sheet hydrophobic carboxyl segments and highly effective in inhibiting Aβ amyloidogenesis (Jarrett et al., 1993). Based on the amino acid residues 17–21 of Aβ_1−42_, we previously designed a β-sheet breaker peptide H102 (His-Lys-Gln-Leu-Pro-Phe-Phe-Glu-Glu-Asp) that can reduce amyloid load and cerebral damage and improve the learning and memory ability of AD animal models (He et al., 2008; Lin et al., 2014). However, H102 was not very stable. Hence, we designed an alternative β-sheet breaker peptide HPYD (His-Lys-Gln-Leu-Pro-Phe-Tyr-Glu-Glu-Asp) by substituting Phe with Tyr. The stability of HPYD and the ability to inhibit Aβ aggregation were studied *in vitro*. HPYD displayed excellent stability and the ability to inhibit Aβ aggregation compared to H102. However, HPYD efficacy for the treatment of AD *in vivo* remained to be elucidated.

In this study, we first compared the stability of H102 and HPYD using the accelerated stability test, and then performed inhibitory studies on the aggregation of Aβ_1−42_. We also investigated the ability of HPYD to transverse into the brain through the olfactory pathway after nasal administration of fluorescein isothiocyanate (FITC)-labeled HPYD. The effect of HPYD on APP/PS1 transgenic mice behavior and the APP and Aβ expression in the brain were also investigated. Furthermore, we profiled the gene expression in normal mice (control group), APP/PS1 transgenic mice (model mice) and APP/PS1 transgenic mice treated with HPYD (HPYD group) using gene microarrays. Gene ontology (GO) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis were performed to annotate their functions. Our findings not only has important implications for the potential treatment of AD using HPYD, but also provide insights to the mechanism of Aβ toxicity in AD patients and for the development of new therapeutic strategies for AD.

## Materials and methods

### Animals

Nude mice (weight: 26 to 28 g; age: 2 months), APP/PS1 mice (weight: 25.3 to 28.1 g; age: 8 months) and C57/6J mice (weight: 25.5 to 28.6 g) were purchased from the institute of laboratory animal sciences, CAMS & PUMC (Chinese Academy of Medical Sciences and Peking Union Medical College). APP/PS1 mice have been previously demonstrated to form amyloid plaques, which have been approved by institute of laboratory animal sciences, CAMS and PUMC. All animal experiments were performed in accordance with the China Physiological Society “Guiding Principles in the Care and Use of Animals” approved by Tianjin Medical University Animal Care and Use Committee (NO. 20130021).

### Compounds

H102, FITC-labeled HPYD and HPYD were synthesized using the Fmoc solid-phase synthesis method and purified by HPLC (Gill Biotechnology Company, Shanghai, China). The compounds were greater than 95% pure as measured by HPLC-MS. HPYD, a polypeptide comprising the amino acid (AA) sequence of His-Lys-Gln-Leu-Pro-Phe-Tyr-Glu-Glu-Asp, was dissolved in normal saline.

### Accelerated stability test

0.5 mg of HPYD or H102 was dissolved in 1 mL of 0.2 mol/L phosphate buffer containing 100 mg/L of trypsin. The trypsin solution and polypeptide were mixed at a ratio of 1:4, and the solution was placed in a temperature controlled water bath shaker at 37°C for 0, 40, 100, 160, 220, 280, 340, and 400 min. The samples were then heated to 80°C for 10 min, and the stability of HPYD and H102 was detected at the different time points. High performance liquid chromatography (HPLC) analysis of HPYD and H102 was performed using a Phenomerex C18 column (250 mm × 4.6 μm, 5 μm; Sigma, Inc. U.S.A.). The mobile phase consisted of solvent A, 0.1% TFA in acetonitrile and solvent B, 0.1% TFA in water at a ratio of 22.5:77.5 (v/v). The sample injection volume was 20 μL. The flow rate was 1 mL/min, and the detection wavelength was 220 nm.

### Thioflavine T (ThT) fluorescence spectral analysis

Aβ_1−42_ freeze-dried powder was dissolved in 50 mmol/L sodium phosphate buffer solution (pH = 7.4) to a concentration of 22.15 μmol/L, and H102 and HPYD were dissolved in the same PBS solution to a concentration of 88.60 μmol/L. Aβ_1−42_ solution was then mixed with H102 and HPYD respectively in equal volumes. The Aβ fibrils were grown at 37°C for 24 hrs. 10 μL solution from each group was then added to 990 μL of 3.0 μmol/L ThT solution and fluorescent intensity was measured using a VARIAN PTC-Au00-01058 fluorescence spectrophotometer (VARIAN, USA) with an excitation wavelength of 453 nm and emission of 478–486 nm.

### Transmission electron microscopy (TEM)

The Aβ_1−42_ samples (11.07 μmol/L 20 μL) were incubated in 37°C for 5 days, and the mixture of Aβ_1−42_ (22.15 μmol/L 10 μL) with HPYD (88.61 μmol/L 10 μL) or H102 (88.61 μmol/L 10 μL) were incubated under the same conditions for 5 days. Aliquots (5 μL) of each sample was spotted onto thin carbon substrates supported by carbon film on a 300 mesh copper grid for 15 min and blotted dried. The TEM grids were negatively stained with 2% uranyl acetate for 2 min and air dried. The samples were subsequently imaged using a Hitachi H-600 transmission electron microscope.

### Fluorescence imaging system analysis

Nude mice were anesthetized using 20% urethane (5 mL/kg), and then placed on the VFIS observation platform. Nude mice were then irradiated at 490 nm excitation without treatment, and then irradiated for 5, 15, and 30 min after nasal administration with FITC-HPYD (5.535 mg/kg). Thirty minutes after nasal administration with FITC-HPYD, the mice were euthanized and the hippocampus, cortex, olfactory bulb, heart, lung, liver, spleen and kidneys were removed. These organs were then irradiated at 490 nm excitation.

### HPYD treatment

The APP/PS1 transgenic mice were randomized into the model and HPYD treatment group (*n* = 12 for each group). C57BL/6J mice with the same genetic background and age served as the normal controls. Treatment group received intranasal administration of HPYD saline solution (33 mg/mL, 5 μL/d), while the normal control group and model group were given with the same volume of saline for 30 days.

### Behavioral test

The behavioral test was performed after 30 days of intranasal administration using the Morris Water Maze (MWM) according to our previous report (Lin et al., 2014). Briefly, the MWM test was conducted in a circular pool with a diameter of 80 and 32 cm deep. The pool was filled with 25 ± 1°C water to a depth of 1 cm higher than the escape platform. The water was made opaque white to hide the escape platform. The orientation and navigation experiments were conducted for 5 days to record the time intervals when the animals climbed onto the platform. If animal failed to find the hidden platform within 90 s, the mouse was placed back onto the platform for 20 s, and the escape latency was recorded as 90 s. The platform was placed in the center of the third quadrant and remained in the same position throughout the orientation and navigation experiment. On the 6th day, the platform was removed, and each mouse was allowed to swim freely for 90 s to record the frequency of passing the hidden platform and the original angle.

### Immunohistochemistry

At the end of the MWM test, the mice were euthanized and their brains were removed and rapidly placed on ice. The brain tissues were then fixed in 4% paraformaldehyde solution and waxed. Tissue sections were then dewaxed, and antigen retrieval was performed using boiling citrate buffer solution. This was followed by incubating the sections in 3% H_2_O_2_ solution at room temperature for 10 min to block endogenous peroxidase activity. The sections were then blocked by incubating with normal goat serum at room temperature for 15 min, and subsequently diluted antibodies (Aβ: 1:100; APP: 1:100) were added and incubated overnight at 4°C. Biotin-labeled secondary antibody was added and incubated for 15 min at room temperature, followed by incubation with strept avidin-biotin complex (SABC) and DAB chromogenic reagent. Finally, the sections were counterstained with hematoxylin and observed under a microscope.

### Western blotting

Western blot analysis was performed according to the detail procedures described previously. Primary Aβ antibody (1:200) was purchased from Abcam (USA) and anti-APP antibody (1:200) was purchased from Wuhan BOSTER Bio Company (Wuhan, China). The secondary goat anti-rabbit antibody was purchased from Sigma-Aldrich (St Louis, MO, USA).

### Microarray analysis

Microarray hybridization was carried out by Shanghai GMINIX Biotech Limited Company (China) using the GeneChip® Mouse Gene 1.0 ST Array (Affymetrix, USA Scientific) with 770,317 probes. Briefly, total RNA was extracted from frozen brain tissues using the RNeasy mini kit (Qiagen, Valencia, CA) and used for cDNA synthesis using the cDNA synthesis kit (Affymetrix, Inc., USA). cDNA was labeled using the Gene Chip2 WT Terminal Labeling Kit (Affymetrix, Inc., USA), and then the labeled cDNA was hybridized to the mouse Gene chip at 45°C for 16 h. The Gene chip was then washed with wash solution A, wash solution B and deionized water, and stained using Cocktail 1 and Cocktail 2. The Gene Chip 2 Scanner 300 7G (Affymetrix Inc.) and the AGCC Scan Control software was used for date analysis. The gene ontology (GO) enrichment analysis was performed using the GOEAST software toolkit (*P* ≤ 0.05), and signaling pathway analysis was performed using the KEGG data software. Software Matlab 7.1 and java, was used to build and analyze the dynamic Gene networks, and network maps of the differentially expressed genes were constructed from the different states.

### Accession numbers

The Gene Expression Omnibus accession number for normal mice, model mice and HPYD mouse expression profiles is GSE104249.

### Real-time quantitative PCR (RT-qPCR)

RT-qPCR analysis was performed using an ABI 7500 thermocycler (Applied Biosystems) with UltraSYBR Mixture purchased from Beijing ComWin Biotech Co., Ltd. (Beijing, China). Gene transcript normalization was performed using housekeeping gene β-actin. All primers used for RT and qPCR are listed in Table 1.

**Table 1:** Primers used in this study.

**Name**	**Sequence (5′-3′)**
PLA2G4A-qF	AGAAGGACGTGCCGGAAAGGTGCAT
PLA2G4A-qR	CCGCTGCGTCGAGCTCGTCATCGAA
CLEC4D-qF	TACCACACGAGAGTAACGTGCATCC
CLEC4D-qR	CTCTCATGCCAGGTCTGGTTGTCAT
APP-qF	ACCGGGCCATGCCGCGCAATGATCT
APP-qR	GCCACACACCGCCATGCAGTACTCT
PTPRC-qF	AACTGAGCACAACAGAGAATGCCCT
PTPRC-qR	AGCGTGGATAACACACCTGGATGAT
CDK1-qF	GACTTGAAAGCGAGGAAGAAGGAGT
CDK1-qR	TCAAAGATGAGATACAGCCTGGAGT
CASP1-qF	TCTGGGGTATACCGTGAAAGTGAAA
CASP1-qR	GATACCATGAGACATGAATACAAGG
SCN9A-qF	TGCCCTCATTGAACAACGCATTTCT
SCN9A-qR	TCTCCGTAGATGAAGGGTAGCTGTT
FCGR4-qF	CCCCAAGTGGGTCAGGGTGCTTGAG
FCGR4-qR	TGGGTCACTGATCGTGGAGAGGGCT
CLEC5A-qF	GACGAAAGTACCATGCCTACAAGGA
CLEC5A-qR	TGGAGTGTTGACAATTGCCAGTGTG
DDX3X-qF	AAGGGCGTTATATCCCACCTCATTT
DDX3X-qR	AAGAAGCTAGACTTCCCTCTTGAAT
CASP4-qF	ACGCAGTGACAAGCGTTGGGTTTTT
CASP4-qR	ATTAGCTTCACCATGGTGGCTGCCT
IRGM1-qF	TTTAAGAGAAGGAAAACTACTGGAA
IRGM1-qR	GATGACTCGAAGTGCATTGATGAAA
RSAD2-qF	GAGTGGCCTGGCCATCCTGTTCTGC
RSAD2-qR	TGAAGTGGTAGTTGACACTCACGGG
IFIH1-qF	GTGCTGGACCACCTCATCTTTCTGT
IFIH1-qF	CCACGAACATCTGCGTCCATCCCAG
APOBEC3-qF	TCCACTTTAAGAACCTAGGCTATGC
APOBEC3-qR	CTTAAAGACCCCATGGTGAAGGGAG
NAIP2-qF	TTAGTACTGGCTACTGGAAACTGTC
NAIP2-qR	ATCTTCTCTGCTGAGCTCCAGCCTG
NAIP5-qF	CCAGGAGTCTGAGTGAGCAGCTAAG
NAIP5-qR	GCTGGCTGATGTGCTTTGAAATGAT
IRF7-qF	CCCCAGCCGGTGATCTTTCCCAGTC
IRF7-qR	ACTTGCCCATACGCAGGGCCCACAG
β-actin-qF	CGTGACATTAAGGAGAAGCTG
β-actin-qR	CTAGAAGCATTTGCGGTGGAC

### Statistical analysis

All experiments were performed at least three times. Data is presented as mean ± SD. The date of escape latency from MWM were analyzed by multivariate analysis of variance (ANOVA) and the other data were analyzed by one-way ANOVA, followed by Student-Newman-Keuls test. All the analysis was performed by SPSS statistical software (version 21, IBM, Armonk, NY). *P* ≤ 0.05 was considered to be statistically significant (^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001).

## Results

### HPYD had a better *in Vitro* stability and inhibitory effect on aggregation of Aβ_1−42_ compared to H102

To investigate the stability of HPYD *in vitro*, accelerated stability test using trypsin was performed. After treatment with 100 mg/L trypsin at 37°C for 400 min, followed by heat treatment for 10 min at 80°C, the concentration of HPYD was 81.67% ± 0.42, while the concentration of H102 was only 41.07% ± 0.17, indicating that the stability of HPYD was better compared to H102 (Table 2). In addition, to compare the inhibitory effects on aggregation of Aβ_1−42_ with H102, ThT fluorescence spectral analysis and TEM was performed. Results showed that HPYD could significantly inhibit the aggregation of Aβ_42_ compared to H102 (Figures 1A,B). Taken together, this demonstrates that HPYD had better *in vitro* stability and inhibitory effects on Aβ_1−42_ aggregation compared to H102.

**Table 2:** The stability of H102 and HPYD by accelerated stability test.

**Variable**	**H102**	**HPYD**
Initial concentration, mg/L	400 ± 0.20	400 ± 1.21
Study time (min)^a^		
0	100 ± 1.28	100 ± 0.55
40	90.01 ± 0.78	96.26 ± 1.13
100	77.92 ± 0.69	91.98 ± 0.36
160	70.62 ± 0.31	91.04 ± 0.62
220	60.46 ± 0.51	91.14 ± 0.83
280	56.26 ± 0.28	85.27 ± 0.57
340	49.60 ± 0.45	81.11 ± 0.96
400	41.07 ± 0.17	81.67 ± 0.42

a *Percentage of initial concentration (Mean ±_SD [%]; n = 3) of H102 (400 mg/L) and HPYD (400 mg/L) remaining after treatment with 100 mg/L trypsin at 37°C for 400 min, followed by heat treatment for 10 min at 80°C*.

**Figure 1:**
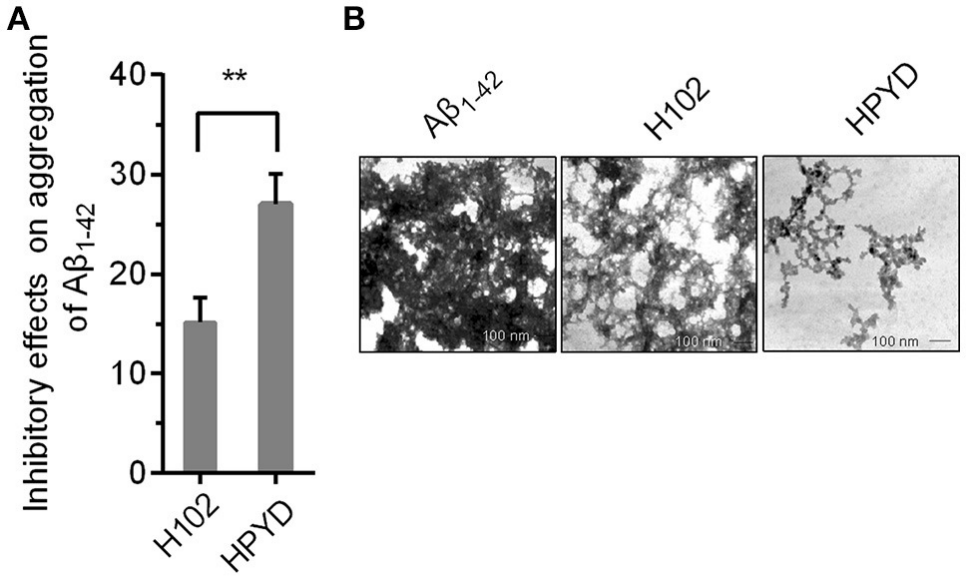
Inhibitory effect of HPYD and H102 on Aβ_1−42_ aggregation. **(A)** ThT fluorescence spectral analysis of the inhibitory effects of HPYD and H102 on Aβ_1−42_ aggregation. **(B)** TEM observations of the inhibitory effects of HPYD and H102 on Aβ_1−42_ aggregation. All of the experiments tests were repeated in triplicates. Statistical significance was denoted with; ^**^p < 0.01.

### Uptake of FITC-HPYD into the brain after nasal administration

HPYD, a β-sheet breaker peptide of 10 AAs, is difficult to administer orally or intravenous because it easily undergoes rapid *in vivo* degradation in the gastrointestinal tract and blood. Therefore, to determine whether HPYD can be administered to the brain through the olfactory pathway after nasal administration, HPYD was labeled with FITC and observed by fluorescence imagining of the brain. Before nasal administration, nude mice were irradiated at 490 nm excitation wavelength, and then were subsequently administrated with FITC-HPYD though nasal cavity and irradiated after 5, 15 and 30 min with wavelength of 490 nm. Results showed that FITC-HPYD first appeared at the brain area at 5 min after nasal administration, and the fluorescence gradually expanded with time. As shown in Figure 2A, 30 min after nasal administration, the fluorescence had spread over the whole body of the nude mouse, however, the fluorescence intensity in the brain was the strongest compared to other organs. The mice were then euthanized and the hippocampus, cortex, olfactory bulb, heart, lungs, liver, spleen and kidneys were removed at 30 min after nasal administration and irradiation. The results indicated that the fluorescence intensity of the olfactory bulb was the strongest, with the cortex and the hippocampus having the second and third strongest intensities, respectively. The other major organs showed varying degrees of fluorescence intensity. Among these organs, the lungs had the strongest intensity, followed by the liver (Figure 2B). These results demonstrated that FITC-HPYD could be delivered into the brain through nasal administration.

**Figure 2:**
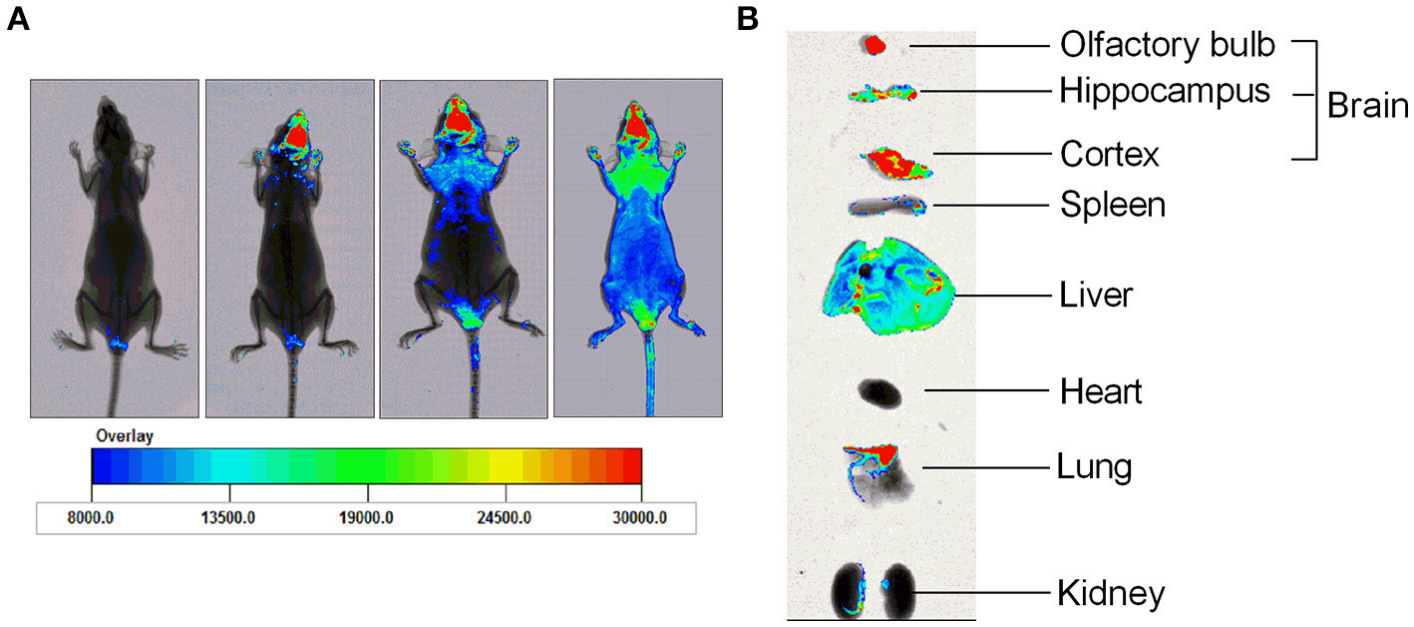
FITC-HPYD transported into brain tissues through nasal administration. **(A)** The *in vivo* distribution of FITC-HPYD at different time points after nasal administration. **(B)** The fluorescence intensity of harvested major organs 30 min after nasal administration.

### HPYD improves the learning and memory ability in APP/PS1 transgenic mice

MWM test for behavioral analysis is a common strategy to investigate the learning and memory ability in AD mouse models. To determine the efficacy of HPYD on APP/PS1 transgenic mice, the MWM test was conducted for 6 days. First, the escape latency test was performed from Day 1 to Day 5. As shown in Figures 3A,B, the control group and the HPYD group displayed no significant differences from Day 1 to Day 5. In addition, the control group vs. the model group, or the model group vs. the HPYD group, showed no significant difference from Day 1 to the Day 3. However, significant differences were observed between the HPYD group and the model group at Day 4, and in addition, statistical significant differences between the model group and control group were observed on Day 4. The escape latency test indicated that the APP/PS1 transgenic mice, normal mice and the HPYD group mice all required time to find the platform at the start of the test, however, the learning and memory ability demonstrated significant differences after treatment with HPYD in APP/PS1 transgenic mice after 3 days of training. On the 6 day, spatial probe test was performed on the mice without the platform. As shown in Figures 3C–E, memory ability was estimated by the frequency passed the hidden platform (Figure 3C) and original angle (Figure 3D). Frequency passed the hidden platform in the target quadrant displayed significant differences between the model group and the control group, indicating that the model group had a poor ability to find the platform compared to the control group. However, the HPYD group demonstrated an improved ability to find the platform compared to the model group. No significant differences were observed between the HPYD group and the control group. Finally, the ability to locate the original angle was also investigated at the 6th day. The HPYD group was able to find the location of the original angle much quicker compared to the model group, indicating that the HPYD group mice had relatively good memory. No significant differences were observed between the control group and the HPYD group. Collectively, these results indicate that HPYD could improve the learning and memory ability in APP/PS1 transgenic mice after nasal administration of HPYD.

**Figure 3:**
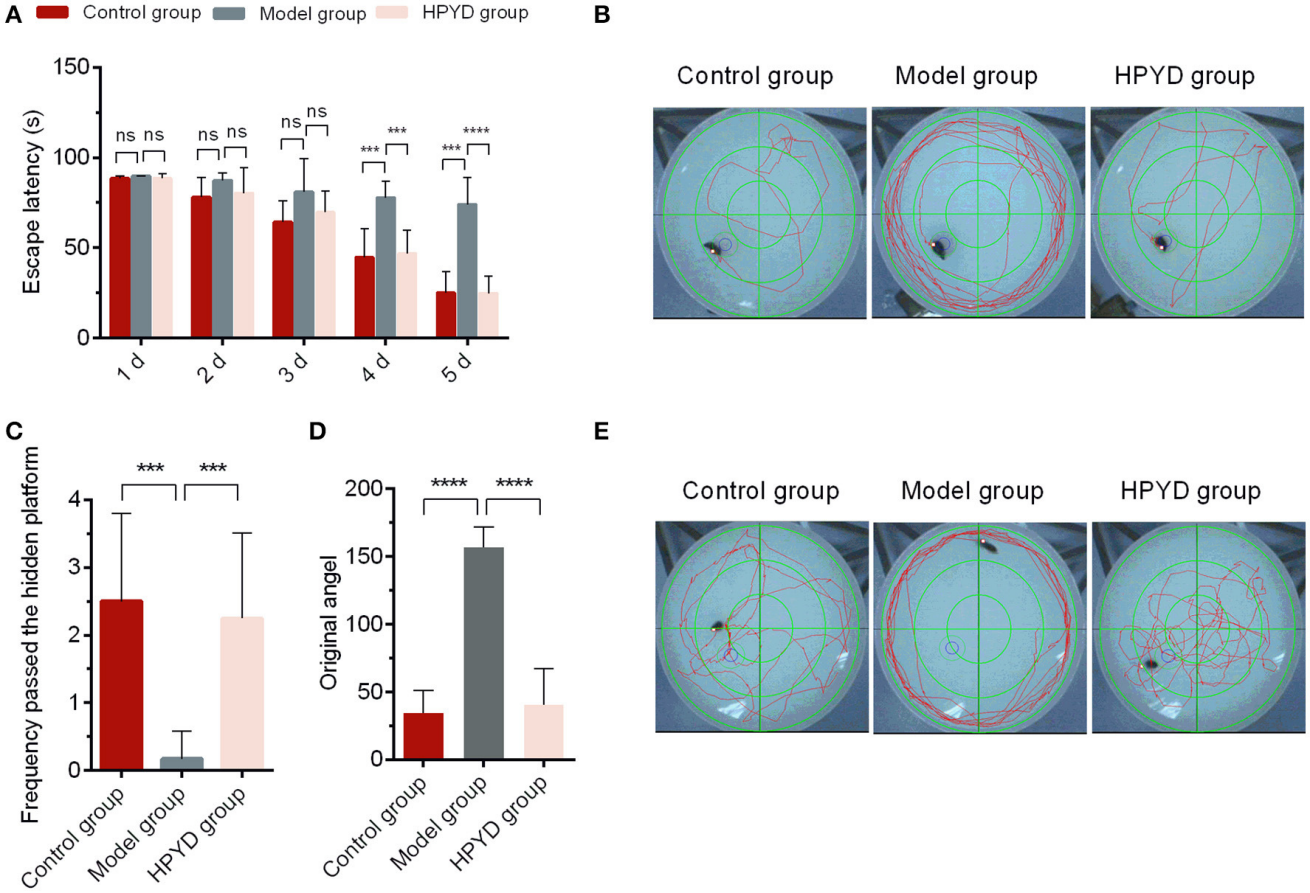
Pathways and behavior of mice in the probe trial. **(A)** Escape latency of mice in the three groups from day 1 to 5. **(B)** The escape-latency of mice obtained through the image capture system of Morris Water Maze test. **(C)** Frequency passed the hidden platform and **(D)** original angle data obtained from the image capture system of the Morris Water Maze test at the Day 6. **(E)** Photographs of spatial probe process obtained from the image capture system of the Morris Water Maze test at Day 6. All of the tests were repeated in triplicates. Statistical significance was denoted with; ^***^p < 0.001; ^****^p < 0.0001; NS, not significant.

### HPYD reduces Aβ and APP protein levels in APP/PS1 transgenic mice

HPYD is a novel β-sheet breaker peptide that could inhibit Aβ_1−42_ aggregation *in vitro*. To determine the effect of HPYD on Aβ *in vivo*, HPYD was administrated though the nasal cavity into the brain. Tissues were then harvested after 6 days for immunohistochemistry and western blot analysis. As shown in Figure 4A, the hippocampus CA1 and cortex had higher expression of Aβ in the model group mice compared to control group mice, while Aβ was lower in the HPYD group compared to the model group. No significant differences were observed between the control group and the HPYD group. In addition, western blot analysis showed that Aβ was highly expressed in the hippocampus and cortex of the model group mice compared with the control group, while Aβ was expressed at a lower level in the HPYD group mice compared to the model group mice (Figure 4B). There were no statistical significant differences between the HPYD group mice and control group mice. APP, the precursor of Aβ, is upregulated in the brain tissues of AD patients. To determine whether HPYD had an effect on APP expression, we determined the expression of APP using immunohistochemistry and western blot (Figures 4B,C). Results showed that APP was upregulated in the brain tissues of the model group mice compared to the control group mice, while it was downregulated in the HPYD group mice compared with the model group mice. The expression of APP in the HPYD group mice was similar to the control group. These results indicate that HPYD can reduce Aβ and APP protein levels in APP/PS1 transgenic mice.

**Figure 4:**
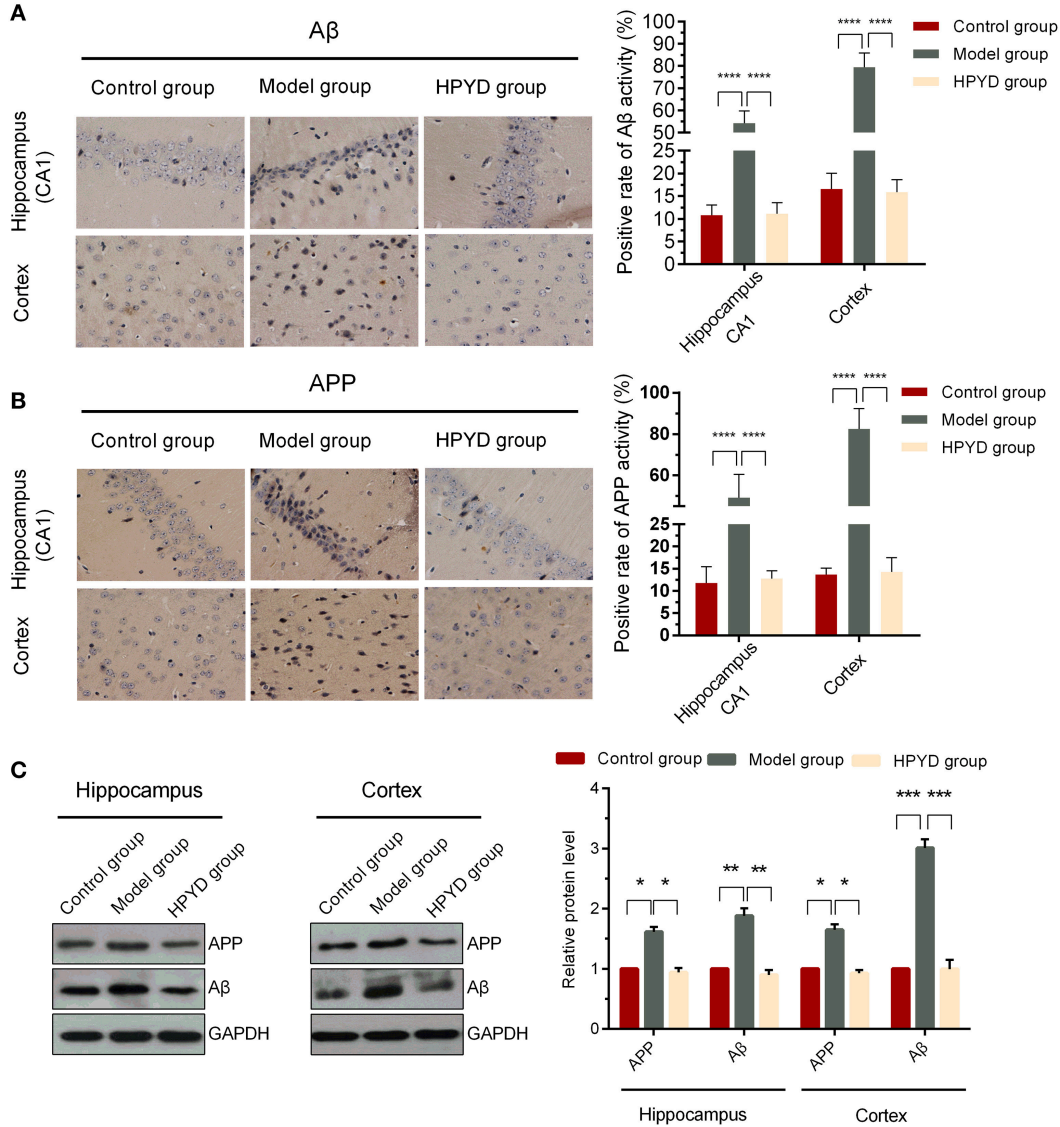
Expression levels of Aβ and APP in the hippocampal CA1 area and cortex. **(A,B)** IHC was performed to determine the expression of Aβ and APP. **(C)** Western blot was used to determine the expression of Aβ and APP. All experiments were repeated in triplicates. Statistical significance was denoted with; ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001; ^****^p < 0.0001.

### Transcriptional profiling of brain tissues from APP/PS1 transgenic mice after treatment with HPYD

To investigate the effect of HPYD on gene expression of APP/PS1 transgenic mice, the brain tissues of the control group, model group and HPYD group mice were harvested at the termination of the MWM test. 

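Brain RNA was measured on 9 GeneChip Mouse Gene 1.0 ST arrays, 3 for each of the 3 groups. APP/PS1 mice carry transgenes for the amyloid precursor protein and presenilin and form amyloid plaques with age. In the model group they received saline and in the HPYD group the peptide at 33 mg/mL, both through the nose at 5 μL per day for 30 days. The paper describes the control group as C57BL/6J mice given saline. The APP/PS1 mice were bought at 8 months of age. The paper describes RNA extraction with the RNeasy mini kit and labelled cDNA, whereas the sample labels name Trizol and biotinylated cRNA. The authors deposited a log2 value for each of 35556 probe sets on each array, between 2.37 and 14.01. The submitters' processing notes name MAS5, and the normalization is not given in the sources used here. Array medians lay between 6.69 and 6.82, and the values were used as they are. A single gene symbol was given for 21789 probe sets and several for 1621, and the other 12146 are unnamed here. The probe set with the highest mean was kept for each gene, which left 19938 genes. The groups were compared with limma's moderated test over all 9 arrays, with the Benjamini-Hochberg adjustment over all genes. In addition, 57 gene lists were each tested against all other genes with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the lists. Tests, lists and the rule for naming genes were fixed before the data were examined, but after the paper and its figures had been read. Neither the paper nor the labels state that each array came from a separate mouse, so p-values measure only the spread between these samples, which may be technical. The number of arrays limits the precision.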

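App, the gene of the amyloid precursor protein, was 12.58 ± 0.03 (SD, n = 3 arrays) in the control group and 12.99 ± 0.04 in the model group. Prnp, the gene of the prion protein, whose promoter drives the transgenes in a widely used APP/PS1 line, was 11.78 ± 0.02 and 12.49 ± 0.07. The paper does not name its line. For both genes every model array lay above every control array (exact two-sided permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). The log2 fold changes were 0.40 (standard error 0.12) and 0.71 (standard error 0.24), each with an adjusted p of 0.859 from limma. In the arrays labelled HPYD group 1 and 2, App was 12.98 and 13.01 and Prnp 12.54 and 12.47. In the array labelled HPYD group 3, App was 12.53 and Prnp 11.52, below all control arrays. Cst7, named after its values were seen, and Ccl6, genes of microglia around plaques, were 6.21 and 6.11 in that array, against 10.04 and 7.82 in HPYD group 1 and 9.46 and 8.24 in HPYD group 2. Xist, which is transcribed from the inactive X chromosome of female cells, was 5.22 in it and 11.33 and 11.47 in the other arrays of its group, while the Y-linked gene Kdm5d was 7.84, against 5.03 and 5.23. The array therefore goes against its label and is mostly called the array labelled HPYD group 3. It stays in the HPYD group in all comparisons unless stated. In the paper, APP was lower in the HPYD group than in the model group by immunohistochemistry, western blot and RT-qPCR, which does not settle the label.

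**Figure D1:**
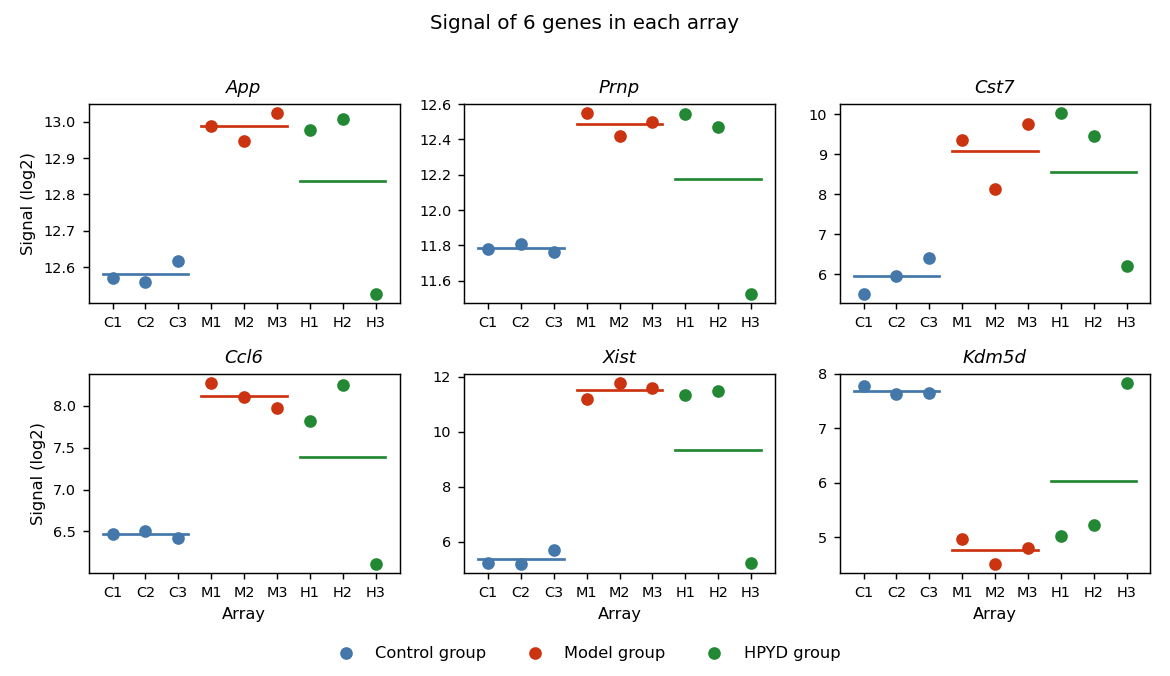
Signal (log2, vertical axis) of App, Prnp, Cst7, Ccl6, Xist and Kdm5d in each array (C1 to C3, control group; M1 to M3, model group; H1 to H3, HPYD group). Points are arrays and lines are group means. Array H3 lies apart from H1 and H2 in each panel, with Xist at 5.22 against 11.33 and 11.47.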

Total RNA from brain tissues were isolated and microarray analysis was performed by Shanghai GMINIX Biotech Limited. 

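Chac1, an enzyme that breaks down glutathione, was 7.83 ± 0.13 (SD, n = 3 arrays) in the control group, 8.37 ± 0.05 in the model group and 8.11 ± 0.04 in the HPYD group. Nnt, a transhydrogenase of the mitochondrial inner membrane, was 8.95 ± 0.07, 8.03 ± 0.11 and 8.16 ± 0.36. These genes had the smallest p in each direction for model against control, with log2 fold changes of 0.54 (standard error 0.07) and -0.92 (standard error 0.16). Between the HPYD and model groups, Gata3, a transcription factor of serotonergic neurons and T cells, was among the 5 genes with the smallest p for a higher level (1.03, standard error 0.22). Dusp1 and Btg2, genes of the early response to stimulation, were among the 5 for a lower level (-0.47 and -0.58, standard errors 0.13 and 0.14). None of them passed the test, since limma's adjusted p was 0.859 for Chac1 and Nnt and 1 for the others. Of the 19938 genes, 0 passed an adjusted p under 0.05 in any of the 3 comparisons or in limma's moderated F test over the 3 groups. At an unadjusted p under 0.05, limma gave 980 genes for model against control (572 higher, 408 lower), 393 for HPYD against model (243 higher, 150 lower) and 646 for HPYD against control (399 higher, 247 lower), where about 997 are due to chance alone. The balance depended on the scaling: with arrays shifted to one median it was 418 higher and 678 lower for model against control and 194 and 438 for HPYD against control, and with quantile normalization 211 and 217 for HPYD against model and 313 and 355 for HPYD against control. Leaving out 1 array moved the first count to 435 without control group 1, 462 without model group 2 and 1929 without model group 3. The count for HPYD against model moved to 616 without model group 1, 826 without model group 3 (161 higher, 665 lower) and 1257 without HPYD group 1, and that for HPYD against control to 340 and 397 without control group 1 and 3, 1082 without model group 2 and 1807 without HPYD group 1. With array weights, 1734 genes passed for model against control, 1375 for HPYD against control and 1246 in the F test, although 0 passed after adjustment. These lie above 997, but that is only the average expected without change. Without weights, other splits of the arrays reached 1489, 1095 and 3971 in the same order. The splits carried no weights, so these counts do not show an excess over chance. The count for HPYD against model was 235 with only the 6 arrays compared and 158 with the dimmest 33.3% of genes left out. With the arrays' skeletal muscle level as a covariate, chosen after seeing the data, the count for model against control was 291. Without the 3 arrays in which muscle genes were raised, also chosen then, it was 415, with model group 3 as the only model array, and that for HPYD against control was 1014. The F test gave 546 genes at that level, 355 with the dim genes left out, and 235, 1236 and 1265 without control group 1, model group 3 and HPYD group 1. The methods' one-way analysis of variance with its post hoc test gave 441 genes over the 3 groups without adjustment and 0 after the Benjamini-Hochberg adjustment. The model and control arrays did not overlap for 9.52% of genes and the HPYD and model arrays for 3.23%, against 10% by chance. Without the array labelled HPYD group 3, 7 genes passed for model against control: Uty, Eif2s3y, Kdm5d and Nnt were lower, and Xist, Ccl6 and Prnp were higher. For HPYD against control, these and Tyrobp, the adaptor of microglial receptors, passed without that array, 8 genes in all, and Tyrobp is named only for this count. With only the 6 arrays of the model and control groups, 5 genes passed (Uty, Xist, Eif2s3y, Kdm5d and Ccl6).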

Based on microarray analysis, 119 genes with significant differences were selected for further analysis (Figure 5A). Among the selected genes, 15 genes were markedly down-regulated in the model group compared to the control group, however, the expression levels of these genes were restored to normal levels after treatment with HPYD. Additionally, the majority of the selected genes were up-regulated in the model group compared to the control group, which were restored to normal levels after treatment with HPYD. These differentially expressed genes were then analyzed by GO analysis to predict their function. 

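Isl1, a transcription factor of cholinergic and some striatal neurons, was 7.53 ± 0.18 (SD, n = 3 arrays) in the control group, 6.55 ± 0.76 in the model group and 7.37 ± 0.21 in the HPYD group. Cdh4, a neuronal cadherin named here after its values were seen, had group means of 8.73, 8.31 and 8.55. They belong to the 15 names in the lower part of the heatmap (Fig. 5A), of which 13 were matched to a gene on the arrays. All 13 had a lower mean in the model group than in the control group and a higher mean in the HPYD group than in the model group. Their median log2 fold change was -0.39 for model against control and 0.30 for HPYD against model. The HPYD mean stayed below the control mean for 10 of the 13. Their median difference from the control mean was -0.05 in HPYD group 1, -0.14 in HPYD group 2 and -0.12 in the array labelled HPYD group 3. For 11 of them every model array lay below every control array, where chance separates 3 arrays from 3 in 10% of genes, in either direction. The study chose these genes on these arrays, so their direction is not independent evidence, and 0 of them passed limma's adjusted p over all genes.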

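Myot, Cox8b and Myh2 had the largest log2 fold changes for model against control among the names in the upper part of the heatmap (Fig. 5A). Myot, a protein of the muscle Z-disc, was higher by 3.01 (standard error 1.07), Cox8b, a respiratory chain subunit of heart and skeletal muscle and brown fat, by 2.59 and the myosin gene Myh2 by 2.46. Among the other names, Ptprc, the leukocyte antigen CD45, was at 1.13 and Pilra, an inhibitory receptor of myeloid cells, at 1.28. Of the 104 names, 91 were matched, and all 91 had a higher mean in the model group than in the control group and a lower mean in the HPYD group than in the model group. Their median log2 fold change was 0.54 for model against control, -0.41 for HPYD against model and 0.15 for HPYD against control. For 78 of them every model array, model group 3 included, lay above every control array, where chance gives 10% in either direction. The HPYD mean stayed above the control mean for 82 of them. The median difference from the control mean was 0.63, 0.70 and 0.22 in model group 1, 2 and 3, and 0.11, 0.25 and 0.04 in the HPYD arrays in the same order. The list of 28 skeletal muscle genes, of which 5 stand in the heatmap, lay 2.07 and 3.68 above the control mean in model group 1 and 2, 0.71 in HPYD group 2 and 0.03 in model group 3. It rose for model against control by a median of 1.87 (adjusted p = 2.19e-20 from camera; adjusted p = 0.234 with an estimated correlation) and fell by 1.55 for HPYD against model (adjusted p = 1.47e-23; adjusted p = 0.315 with an estimated correlation). Genes of granulocytes and their precursors moved in the same arrays, by 2.77 in model group 1, 3.19 in model group 2, 2.08 in HPYD group 2 and -0.37 in model group 3. The 91 genes were chosen by the study on these arrays, and 0 of them passed limma's adjusted p over all genes.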

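Genes of plaque-associated microglia, the microglia that gather around amyloid deposits, were higher in the model group. All 24 measured members had a higher mean there, by a median of 0.62 on the log2 scale. Over all genes 0 passed, and 12 rose when adjusted over the list alone, among them the tetraspanin Cd9 (0.64), the glycoprotein gene Gpnmb (0.91) and the leukocyte surface gene Cd52 (1.85). The list rose for model against control (adjusted p = 1.07e-18 from camera; adjusted p = 0.167 with an estimated correlation). Its median lay 0.61 and 0.71 above the control mean in HPYD group 1 and 2 and 0.07 in the array labelled HPYD group 3. For HPYD against model it fell by 0.07 (adjusted p = 0.00087; adjusted p = 0.454 with an estimated correlation), but without that array the median turned to 0.04 and the call was lost (adjusted p = 0.266). Settings chosen after seeing the data, which keep that array, gave a larger fall. The median was -0.16 with the arrays' muscle level as a covariate (adjusted p = 0.0380 from camera). It was -0.27 without the 3 arrays with raised muscle genes, where model group 3 is the only model array. All 18 genes of fatty acid oxidation had a higher mean in the model group, by a median of 0.27, although 0 passed over all genes or adjusted over the list alone. The list rose (adjusted p = 3.05e-12; adjusted p = 0.234 with an estimated correlation) and fell by 0.15 for HPYD against model (adjusted p = 4.09e-08; adjusted p = 0.40 with an estimated correlation). Pdk4, a kinase that turns cells from glucose to fat as fuel, was 8.67 ± 0.16 (SD, n = 3 arrays), 9.69 ± 0.79 and 8.78 ± 0.23 in the control, model and HPYD groups. Of 20 genes of lipid synthesis and lipolysis, 17 had a higher mean in the model group, by a median of 0.22 (adjusted p = 6.2e-08; adjusted p = 0.167 with an estimated correlation), with the acyltransferase Agpat2 at 0.97, the lipid droplet protein Plin2 at 0.63 and the carboxylase Acacb at 0.42. This list fell by 0.12 for HPYD against model (adjusted p = 4.11e-06; adjusted p = 0.285 with an estimated correlation). In the model arrays these lists of fat metabolism were raised where the skeletal muscle genes were: the first lay 0.40 and 0.36 above the control mean in model group 1 and 2 and 0.04 in model group 3. In the HPYD arrays they were not, at 0.10 in HPYD group 1, 0.06 in HPYD group 2 and 0.18 in the array labelled HPYD group 3 for the first, and 0.05, 0.08 and 0.13 for the second. With the arrays' muscle level as a covariate, chosen after seeing the data, both still rose for model against control, by 0.11 each (adjusted p = 0.00435 and 0.00924), and neither passed for HPYD against model (medians -0.0049 and -0.03, adjusted p = 0.864 for both). Without the 3 arrays with raised muscle genes, also chosen then, which leaves model group 3 as the only model array, neither passed for model against control (0.04 for both, adjusted p = 0.562 and 0.0553), and for HPYD against model the first turned to 0.13 (adjusted p = 0.0207) and the second was lost (-0.01, adjusted p = 0.900). Without model group 2 the second did not pass for HPYD against model either (adjusted p = 0.0530). Genes of glycolysis and glucose transport (median -0.03, adjusted p = 0.759), insulin signalling (0.01, adjusted p = 0.556) and cholesterol synthesis (-0.07, adjusted p = 0.243) did not pass the test.

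**Figure D2:**
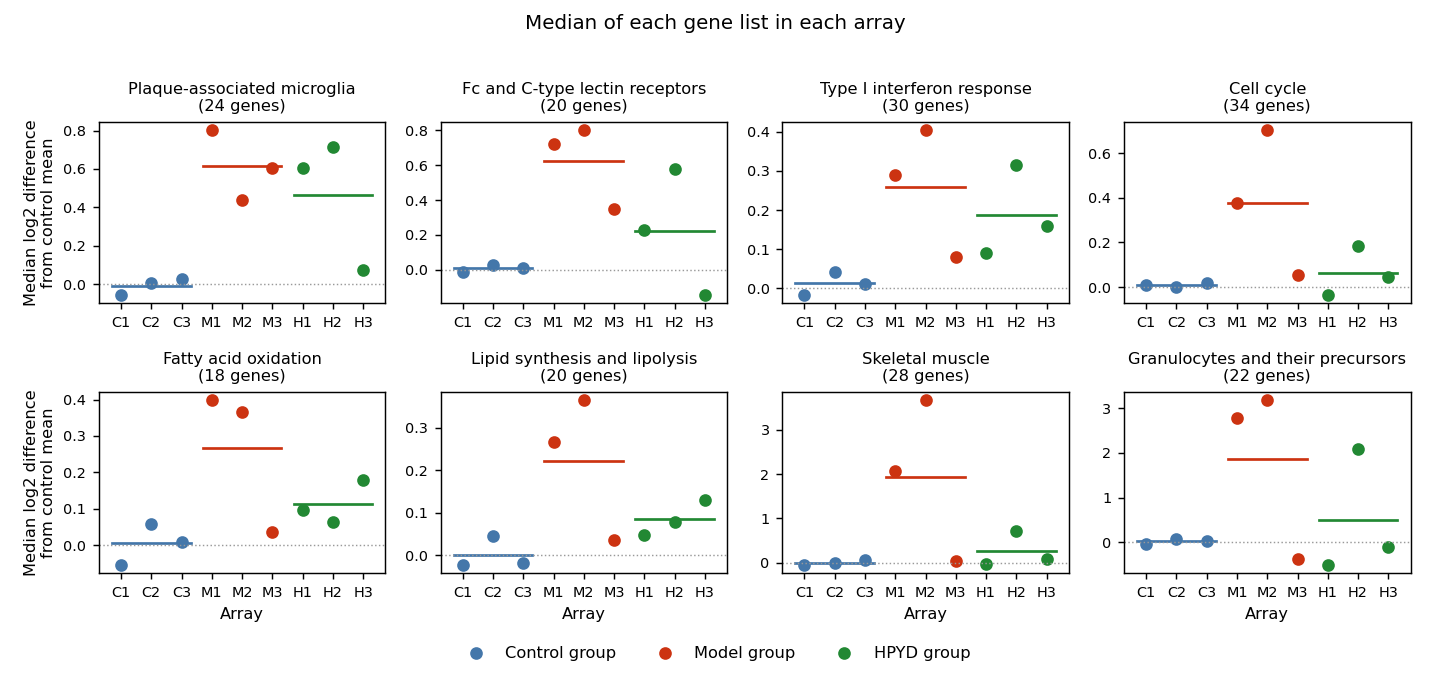
Median over each gene list of the log2 difference from the control mean (vertical axis) in each array (C1 to C3, control group; M1 to M3, model group; H1 to H3, HPYD group). Points are arrays and lines are means of the arrays' medians; skeletal muscle and granulocyte genes are raised in M1, M2 and H2, and genes of plaque-associated microglia in all arrays of the model group and in H1 and H2.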

The most enriched GO terms are shown in Figure 5B, and includes; protein binding, extracellular exosome, immune system, inflammatory reaction and gluco-lipid metabolism. KEGG pathway analysis showed that these genes were involved in many inflammatory response pathways, including viral carcinogenesis, RIG-I-like receptor signaling and NOD-like receptor (NLR) signaling pathway (Figures 5C,D). 

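Genes of the type I interferon response were higher in the model group, 26 of 30 by their means, with a median log2 fold change of 0.28. Sp100, a nuclear body protein induced by interferon, was higher by 0.70, and the radical SAM enzyme Rsad2 by 0.67. Over all genes 0 passed, and Irgm1, an interferon-induced GTPase, passed when adjusted over the list alone. The list rose (adjusted p = 1.15e-13 from camera; adjusted p = 0.207 with an estimated correlation). Of 26 genes of RIG-I-like receptor signalling, 8 were higher and 1 lower in the model group at an unadjusted p under 0.05. The sensors Ddx58 (RIG-I) and Ifih1 (MDA5) were higher by 0.34 and 0.30, and Trim25, the ubiquitin ligase that activates RIG-I, by 0.25. The median was 0.08 for this list and 0.05 for the 28 genes of NOD-like receptor signalling, of which 20 had a higher mean. Both lists rose (adjusted p = 0.000839 and 6.73e-05; adjusted p = 0.167 for both with an estimated correlation). The smallest p-values of the NOD-like list were those of the inflammasome genes Naip5, Naip2, Casp4 and Casp1. Histone genes, which the viral carcinogenesis pathway also holds, rose by a median of 0.22 (adjusted p = 9.25e-07; adjusted p = 0.234 with an estimated correlation). Between the HPYD and model groups the medians were -0.04, -0.03 and -0.15 for the RIG-I-like, NOD-like and histone lists, each passing camera (adjusted p = 0.0145, 0.00048 and 1.61e-08) and none with an estimated correlation (adjusted p = 0.280 for each). The interferon list was at -0.02 (adjusted p = 0.0122; adjusted p = 0.584 with an estimated correlation). Both the interferon and the RIG-I-like call of that comparison ended without model group 1 (adjusted p = 0.0812 and 0.0712), without model group 2 (adjusted p = 0.705 and 0.216) and without the array labelled HPYD group 3 (adjusted p = 0.153 and 0.163), and the interferon call also without HPYD group 1 (adjusted p = 0.373). With the dimmest 33.3% of genes left out, the interferon and NOD-like calls of that comparison were lost (adjusted p = 0.0836 and 0.177). The interferon median was then 0.01, as it was without model group 2. With the arrays' muscle level as a covariate, chosen after seeing the data, the interferon, RIG-I-like and NOD-like lists still rose for model against control (medians 0.04, 0.04 and 0.03, adjusted p = 0.00414, 0.00795 and 0.0495), and the histone call was lost (0.06, adjusted p = 0.0896). For HPYD against model, the interferon median then turned to 0.07 (adjusted p = 0.0170), and the RIG-I-like, NOD-like and histone lists did not pass, at -0.04, 0.01 and -0.09 (adjusted p = 0.573, 0.537 and 0.319). Without the 3 arrays with raised muscle genes, also chosen then, model group 3 is the only model array. The NOD-like and histone calls were then lost for model against control (0.02 and 0.06, adjusted p = 0.272 and 0.104) and the interferon and RIG-I-like calls kept (0.08 and 0.03, adjusted p = 0.000789 and 0.0112), and none of the 4 passed for HPYD against model (adjusted p from 0.133 to 0.663). The interferon genes lay 0.29, 0.40 and 0.08 above the control mean in model group 1, 2 and 3, 0.09 and 0.31 in HPYD group 1 and 2 and 0.16 in the array labelled HPYD group 3.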

Co-expression network analysis revealed gene-function relationships of the differential gene expressions, including CDK1, PLA2G4A, APP and SCN9A, which were reported to be involved in AD (Ling et al., 2003; Schaeffer et al., 2010; Hilgeroth et al., 2014). In addition, many inflammatory related genes, such as CLEC4D and CLEC5A were differentially expressed. These two genes are members of the C-type lectin/C-type lectin-like domain (CTL/CTLD) superfamily that play important roles in inflammation and immune response (Wu et al., 2013; Wilson et al., 2015). 

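Cdk1, the kinase that drives cells into mitosis, was 5.90 ± 0.18 (SD, n = 3 arrays) in the control group, 6.95 ± 0.73 in the model group and 6.27 ± 0.37 in the HPYD group. Pla2g4a, the phospholipase that releases arachidonic acid, was 6.65 ± 0.12, 7.02 ± 0.24 and 6.79 ± 0.00. Scn9a, a voltage-gated sodium channel of sensory and some brain neurons, was 7.20 ± 0.08, 6.48 ± 0.25 and 7.30 ± 0.62. The log2 fold changes for model against control were 1.05 (standard error 0.34), 0.36 (standard error 0.12) and -0.72 (standard error 0.28), each without overlap between the groups (exact two-sided permutation test, p = 0.1). In the HPYD group the differences from the model group were -0.68, -0.23 and 0.82. App was 12.84 ± 0.27 in the HPYD group, a difference of -0.15 from the model group (exact permutation test, p = 0.6) that rests on the array labelled HPYD group 3. None of the 4 genes passed limma's adjusted p over all genes, which was 0.859 for each in model against control. Cdk1 moved with other genes of cell division: all 34 genes of the cell cycle list had a higher mean in the model group, by a median of 0.38, such as Dbf4 (0.34), which activates the kinase that starts DNA replication, and the condensin subunit Ncaph (0.43). The list rose (adjusted p = 1.49e-20 from camera; adjusted p = 0.234 with an estimated correlation) and fell by 0.37 for HPYD against model (adjusted p = 1.47e-23; adjusted p = 0.314 with an estimated correlation). It lay 0.38, 0.70 and 0.06 above the control mean in model group 1, 2 and 3, in the order of the skeletal muscle genes. With the arrays' muscle level as a covariate, chosen after seeing the data, neither call was kept: the median was 0.03 (adjusted p = 0.432) and turned to 0.02 for HPYD against model (adjusted p = 0.975). Of 11 sodium channel genes, 10 had a lower mean in the model group, by a median of -0.32 (adjusted p = 0.0190; adjusted p = 0.234 with an estimated correlation), a call that was lost without control group 3 (median -0.03, adjusted p = 0.207) and with the muscle covariate (-0.07, adjusted p = 0.212). It was also lost, at medians farther from 0, without model group 1 (-0.59, adjusted p = 0.0567) and with the arrays shifted to one median (-0.37, adjusted p = 0.0738). The sodium channel list lay at -0.09, -0.61 and -0.13 in model group 1, 2 and 3, and at -0.13 in control group 2. Markers of excitatory neurons were at -0.97 in both model group 2 and the array labelled HPYD group 3, where the sodium channels were at -0.03.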

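Clec4d, a receptor of neutrophils and monocytes for microbial glycolipids, was 4.90 ± 0.18 (SD, n = 3 arrays) in the control group, 5.39 ± 0.25 in the model group and 5.09 ± 0.21 in the HPYD group. Clec5a, a receptor of myeloid cells, was 5.66 ± 0.15, 6.35 ± 0.27 and 5.86 ± 0.33. Their log2 fold changes were 0.49 (standard error 0.16) and 0.68 (standard error 0.19) for model against control and -0.30 and -0.48 for HPYD against model. Of 20 genes of Fc and C-type lectin receptors and their signalling, 19 had a higher mean in the model group, by a median of 0.57. Over all genes 0 passed, and 8 rose when adjusted over the list alone, including Clec7a (1.61), the receptor for β-glucans, and the sialic acid receptor Cd33 (0.54). The list rose for model against control (adjusted p = 2.56e-15 from camera; adjusted p = 0.207 with an estimated correlation) and fell by 0.46 for HPYD against model (adjusted p = 1.75e-12; adjusted p = 0.314 with an estimated correlation). Its median was 0.72, 0.80 and 0.35 above the control mean in the model arrays, 0.23 and 0.58 in HPYD group 1 and 2 and -0.14 in the array labelled HPYD group 3. With the arrays' skeletal muscle level as a covariate, chosen after seeing the data, the call for HPYD against model was lost (median -0.20, adjusted p = 0.0624). It was kept without the 3 arrays with raised muscle genes (-0.26, adjusted p = 0.00187), where model group 3 is the only model array. Clec4d and Clec5a also belong to the list of granulocytes and their precursors, which rose by a median of 1.62 in the model group (adjusted p = 2.42e-12; adjusted p = 0.242 with an estimated correlation). With the muscle covariate this median turned to -0.31 and did not pass (adjusted p = 0.294). The neutrophil gene S100a8 was 9.91 and 10.53 in model group 1 and 2 and 5.57 in model group 3. Like the receptor list, the list of microglia markers was lowest in the array labelled HPYD group 3 (-0.63), against 0.31 and 0.47 in HPYD group 1 and 2. In the model arrays the microglia markers lay at 0.40, -0.28 and 0.48. Without the array labelled HPYD group 3, their median for HPYD against model turned from -0.16 to 0.18.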

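Casp1, the protease that matures interleukin-1β, was 5.23 ± 0.33 (SD, n = 3 arrays) in the control group, 5.77 ± 0.26 in the model group and 5.31 ± 0.16 in the HPYD group. Casp4, which senses intracellular lipopolysaccharide, was 4.96 ± 0.03, 5.25 ± 0.20 and 4.96 ± 0.10. The log2 fold changes for model against control were 0.54 (standard error 0.19) and 0.29 (standard error 0.10), with no overlap between the arrays of the groups (exact two-sided permutation test, p = 0.1). For HPYD against model they were -0.46 and -0.29, with exact p = 0.1 and 0.2. The sensor Nlrp3 had group means of 5.64, 5.83 and 5.64. Of 19 inflammasome genes, 17 had a higher mean in the model group, by a median of 0.13, and 5 were higher at an unadjusted p under 0.05. Over all genes 0 passed, as did 0 when adjusted over the list alone. As a list they rose (adjusted p = 3.61e-07 from camera; adjusted p = 0.167 with an estimated correlation) and fell by 0.10 for HPYD against model (adjusted p = 8.56e-06; adjusted p = 0.280 with an estimated correlation). The latter median turned to 0.02 when the dimmest 33.3% of genes were left out, and the call was lost (adjusted p = 0.518). With the arrays' muscle level as a covariate, chosen after seeing the data, the median was -0.08 and did not pass (adjusted p = 0.0704), while the rise in the model group did (0.14, adjusted p = 6.98e-05). Without the 3 arrays with raised muscle genes, also chosen then, model group 3 is the only model array. The medians were then -0.09 for HPYD against model, where the call was not kept, and 0.12 for model against control.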

Other genes of interest include; Inflammasome-related CASP1 (encodes caspase-1) and CASP4 (encodes caspase-4) that mediates non-canonical activation of the NLRP3 inflammasome (Schmid-Burgk et al., 2015). 

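Naip2, a sensor of the bacterial secretion apparatus, was 5.43 ± 0.06 (SD, n = 3 arrays) in the control group, 6.09 ± 0.26 in the model group and 5.76 ± 0.38 in the HPYD group. Naip5, a sensor of flagellin, was 4.36 ± 0.21, 4.81 ± 0.20 and 4.43 ± 0.09. Their log2 fold changes were 0.66 (standard error 0.19) and 0.45 (standard error 0.13) for model against control and -0.32 and -0.38 for HPYD against model. Naip6, a paralog whose probes may share signal with them, was higher in the model group by 0.39, and Nlrc4, the partner protein through which all of these act, differed by -0.02. Every model array lay above every control array for Naip2 (exact two-sided permutation test, p = 0.1) but not for Naip5 (p = 0.2). Neither passed limma's test over all genes (adjusted p = 0.859 for model against control). In HPYD group 1 and 2, Naip2 was 6.01 and 5.96, and it was 5.33 in the array labelled HPYD group 3, below all control arrays.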

NAIP2 and NAIP5, belong to the NAIP/NLRC4 inflammasomes, and play important physiological roles in antibacterial defense and inflammation (Diebolder et al., 2015; Zhang et al., 2015). In addition, 18 genes associated with AD or inflammatory responses were selected for validation by RT-qPCR. There was a good concordance in the expression levels of these genes by RT-qPCR and microarray (Figure 6). 

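Of the 18 RT-qPCR genes, 17 had a higher array signal in the model group than in the control group, and Scn9a had a lower one. Over all 18 the median log2 fold change was 0.47. The 17 higher genes ran from the leukocyte gene Ptprc and the mitotic kinase Cdk1 at the top down to Casp4. Fcgr4, an activating receptor for immunoglobulin G, was 4.75 ± 0.08 (SD, n = 3 arrays) in the control group, 5.55 ± 0.42 in the model group and 4.94 ± 0.14 in the HPYD group. Apobec3, a cytidine deaminase that restricts retroviruses, was higher in the model group by 0.56, and Ddx3x and Irf7, which act in antiviral signalling, by 0.32 and 0.31. In the HPYD group 17 genes were lower than in the model group, by a median of -0.31, and 17 were above the control mean. For 14 genes every model array lay above every control array. None of the 18 passed limma's test over all genes for any comparison. At an unadjusted p under 0.05, 18 passed for model against control and 9 for HPYD against model, and the methods' test gave 7 for model against control. Adjusted over the list alone, 18 passed for model against control (adjusted p from 0.0124 to 0.0417), 0 for HPYD against model (0.0826 to 0.248) and 0 for HPYD against control. The study chose this list on these samples, so this count is not independent evidence. It fell to 0 without control group 1 or model group 1, and to 11 without control group 3 or model group 2. Without the 3 arrays with raised muscle genes, chosen after seeing the data, it was 0, but model group 3 is then the only model array and is assumed to vary like the other groups. For HPYD against model it rose to 10 without model group 3, and for HPYD against control to 2 without the array labelled HPYD group 3. The list lay 0.56 and 0.58 above the control mean in model group 1 and 2 and 0.25 in model group 3. Ddx3x is X-linked, and Xist separated the control from the model arrays.

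**Figure D3:**
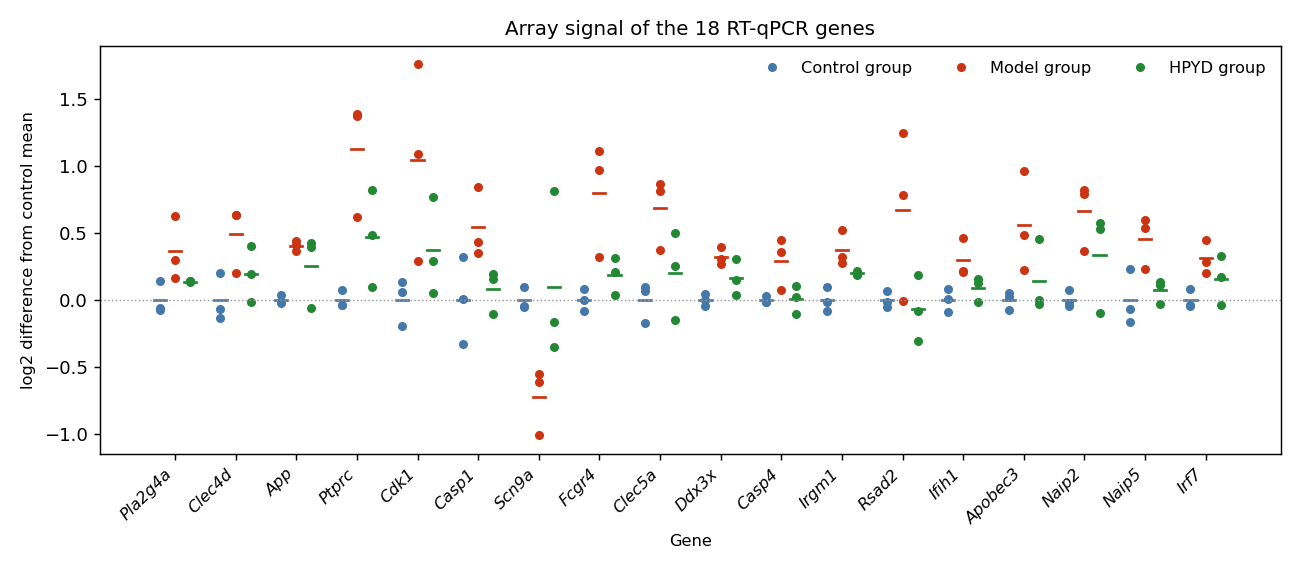
Log2 difference of the array signal from the control mean (vertical axis) for the 18 RT-qPCR genes. Points are arrays and bars are group means; Scn9a is the only gene whose model arrays all lie below the control mean.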

Taken together, the above results indicated that dysregulated expression of several genes in the model group mice could be restored to normal levels after treatment with HPYD, indicating that HPYD may be a potential therapeutic candidate for treatment of AD.

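The Ptprc mean of the HPYD group lay between those of the other groups, at 6.81 ± 0.36 (SD, n = 3 arrays). It was 6.34 ± 0.06 in the control group and 7.47 ± 0.44 in the model group. Rsad2 was at 6.46 ± 0.25 in the HPYD group, against 6.53 ± 0.06 in the control group. Of the genes of plaque-associated microglia with the smallest p for model against control, Gpnmb, Cd9 and the chemokine gene Ccl3 differed by 0.03, 0.01 and -0.07 between the HPYD and model groups and Cd52 by -0.94. As no gene passed the adjusted threshold, the share of the change that was left after HPYD was taken over the 980 genes at an unadjusted p under 0.05, a choice made after seeing that count. The median share left was 0.595 over the HPYD group, 0.453 in HPYD group 1, 0.678 in HPYD group 2 and 0.567 in the array labelled HPYD group 3. Without the 3 arrays with raised muscle genes, chosen after seeing the data, it was 0.171, with model group 3 as the only model array. Unchanged groups gave 0.502 in simulation. There, as in the data, the model and control arrays that choose the genes also measure the change, and their parts were not tested separately. With separate arrays for choosing and measuring, the genes changed by a median of only 0.04 in the model array left out, and the share ranged from -3.7 to 4.2, so it could not be measured. The log2 fold changes for model against control and HPYD against model correlated across genes at r = -0.61, against -0.50 in simulated unchanged groups, and genes are not independent replicates. Their covariance was -0.0271, against -0.0146 in simulation (-0.0172 to -0.0132). Genes at unadjusted p-values under 0.05 in both comparisons with opposite signs numbered 114, against 241 in simulated unchanged groups (204 to 289) and 9.28 for independent lists. Drawn splits of the real arrays reached 1976 such genes, far outside the simulated range. The simulated values and ranges therefore cannot weigh chance for these arrays, and no conclusion is drawn from them. Leaving out 1 array moved the 114 to 56 and 55 without control group 1 and 2, 232 and 679 without model group 1 and 3, 178 without HPYD group 2 and 63 without the array labelled HPYD group 3, and it was 50 with the dimmest 33.3% of genes left out and 194 without the muscle arrays. From 3 model arrays the comparisons cannot each have 2 of their own, so the excess over independent lists may come from these shared arrays. From the genes raised or lowered in the model group and their levels in the HPYD group, the paper proposes that their expression returns to normal with HPYD and that the peptide could become a treatment for AD.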

**Figure 5:**
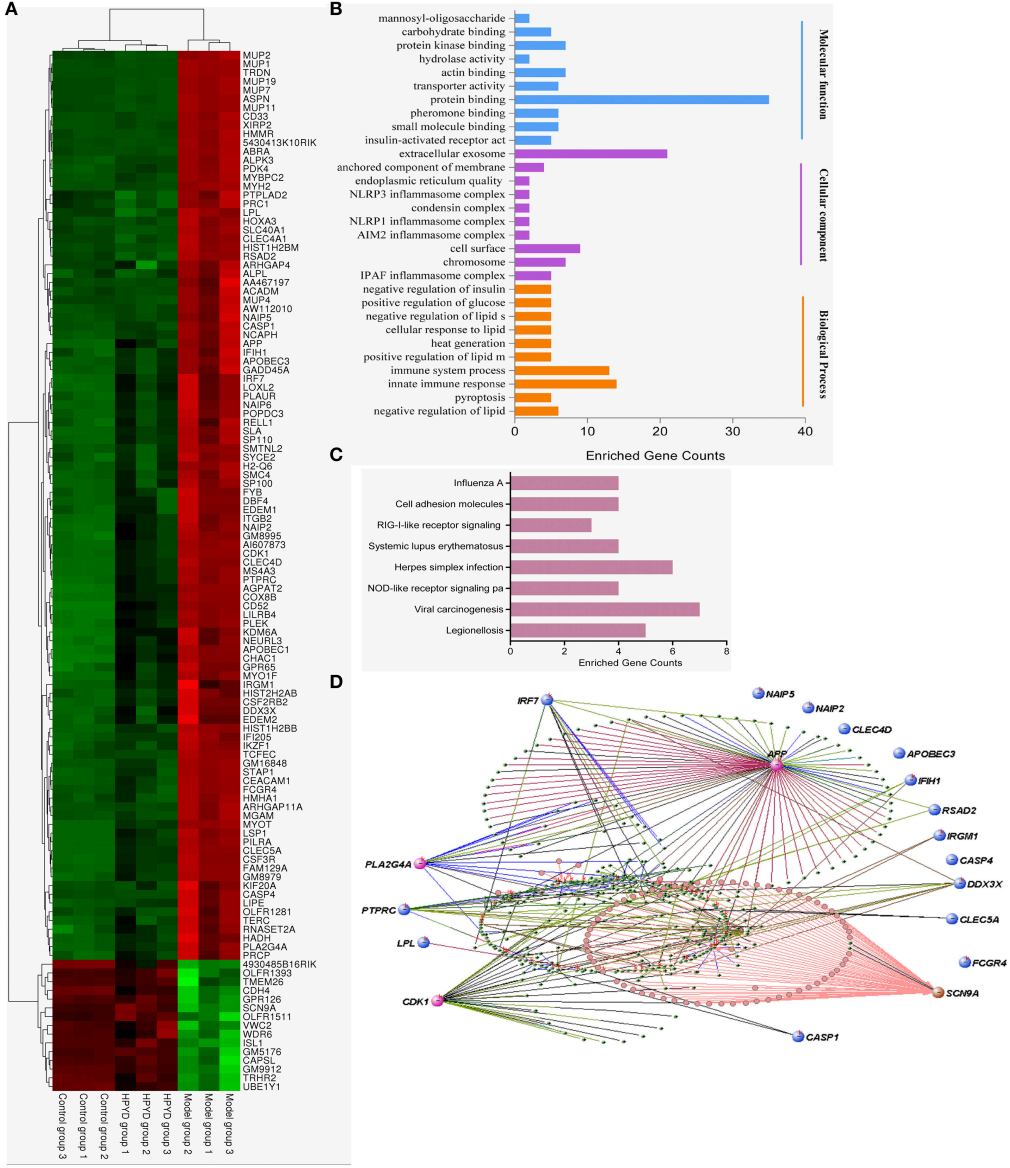
Gene expression profiles after treatment with HPYD. **(A)** Hierarchical clustering of the expression profiles of significantly changed genes after treatment with HPYD. **(B)** The GO terms for molecular functions, cellular components and biological processes were enriched among the significantly changed genes. **(C)** Enriched pathways among the significantly changed genes. **(D)** Co-expression network-based inference of gene-function relationship, node size indicates the node's degree, pink nodes represent genes involve in AD, blue nodes represent genes involve in inflammatory pathway.

**Figure 6:**
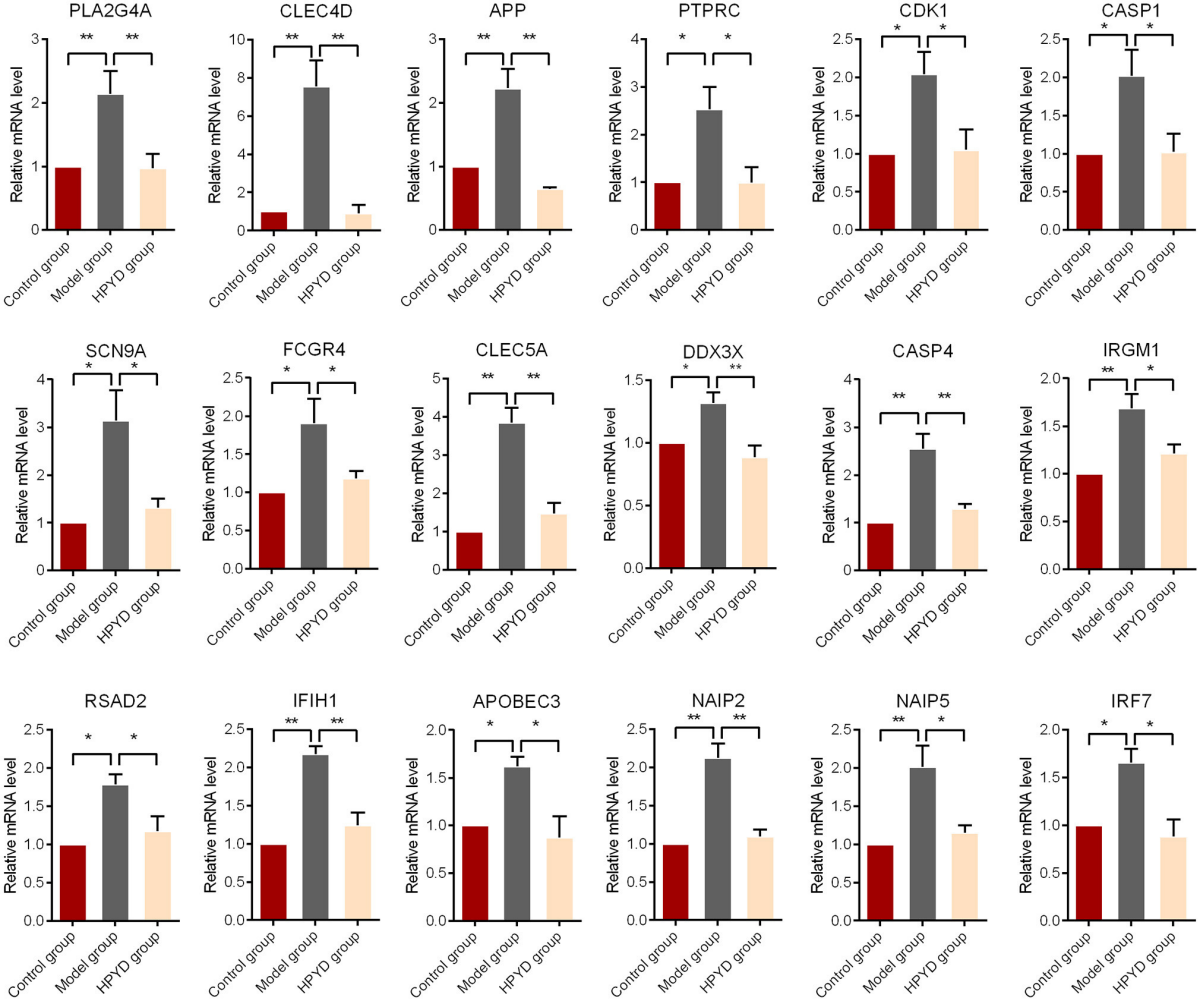
RT-qPCR on the transcriptional levels of 18 selected genes from Figure 5D. All of the experiments tests were repeated in triplicates. Statistical significance was denoted with; ^*^p < 0.05; ^**^p < 0.01.

## Discussion

Alzheimer's disease is the most common dementing disease worldwide. Over the past decade, several potential therapeutics were evaluated in clinical trials, but only five drugs (Memantine and four cholinesterase inhibitors) have been approved worldwide to treat AD (Cummings et al., 2016). However, due to the modest clinical efficacy on temporarily ameliorating memory and thought, these five drugs are not very efficacious in treating the underlying cause of AD and preventing the rate of cognitive decline. Therefore, it is critical to develop novel drugs for the treatment of AD.

The amyloid hypothesis is one of the most accepted mechanistic hypothesis for AD posits that dysregulated aggregation and accumulation of Aβ in the brain leads to nerve fiber entanglement and neuronal apoptosis (Hardy and Selkoe, 2002). The amyloid hypothesis implies that decreasing the levels of Aβ or inhibiting Aβ aggregation could lead to a cure for AD. Based on this hypothesis, many drugs were developed for the treatment of AD. Tramiprosate, a drug of potential interest for the treatment of AD, inhibits Aβ aggregation and amyloid deposition (Gervais et al., 2007). Bapineuzumab and solanezumab, two humanized monoclonal antibodies that specifically target amino acids 1–5 or 16–24 of Aβ peptide, increases the clearance of Aβ and decreases amyloid deposition in the brain (Salloway et al., 2014). Despite efficacy in AD animal models, the above mentioned drugs all failed in Phase 3 clinical trials due to efficacy. However, the failure of several amyloidocentric drugs for the treatment of AD did not diminish the pathogenic theory of this disease. Numerous novel drugs have been designed or screened for inhibiting Aβ production. For example, Icariside II (ICS II), an anti-cancer natural compound extracted from *Herba Epimedii* Maxim, was demonstrated to inhibit Aβ production by reducing APP and BACE1 expression in APP/PS1 transgenic mice (Yan et al., 2017). ALZ-801, a novel prodrug of tramiprosate, has been shown to have excellent oral safety and tolerability compared to tramiprosate though phase I studies (Hey et al., 2017).

Previously, we designed a β-sheet breaker peptide, H102, that could inhibit Aβ aggregation as well as reducing amyloid load in the brains of APP/PS1 transgenic mice, thus limiting brain damage and improving the symptoms of AD in animal models (He et al., 2008; Lin et al., 2014). However, H102 was not stable *in vitro*. We designed alternative β-sheet breaker peptide, HPYD, by substituting Phe7 with Tyr7. This peptide showed higher *in vitro* stability and better efficacy of inhibiting Aβ aggregation compared to H102. In addition, FITC-labeled HPYD demonstrated that the peptide could enter the brain after nasal administration. MWM test demonstrated significant spatial learning and memory disorders in APP/PS1 transgenic model mice, which were in concordance with previous studies (Yan et al., 2017). Several studies have also demonstrated that Aβ and APP protein expression levels were markedly increased in APP/PS1 transgenic model mice. These outcomes were effectively reversed by treatment with HPYD through nasal administration. Our results indicate that HPYD may be a potential therapeutic candidate for the treatment of AD.

To further demonstrate that HPYD is a potential therapeutic for AD, we analyzed the mRNA levels of APP/PS1 transgenic mice to investigate the effect of HPYD on the brain. APP/PS1 transgenic model mice have early memory dysfunctions even before the degeneration of synapses and neurons (Dickey et al., 2003). The mRNA levels of many genes in APP/PS1 transgenic model mice are dysregulated, but are restored to normal levels after treatment with HPYD. The 119 genes that were differentially expressed were involved in inflammatory reaction, gluco-lipid metabolism and other pathways. Neuro-inflammation has been recognized as playing an important role in the pathogenesis of AD (Cacquevel et al., 2004; Sagy-Bross et al., 2013), which is mediated by microglia (MG) that can participate in the immune response, leading to increase in pro-inflammatory cytokines and chemokines (Lucin and Wyss-Coray, 2009; Prinz et al., 2011). Inflammasomes are responsible for the maturation and release of pro-inflammatory cytokines and the activation of an inflammatory form of cell death. NLRP3 inflammasome, one of the most widely studied members of the NLR family, can be activated by Aβ and enhances AD progression by mediating a detrimental chronic inflammatory tissue response (Heneka et al., 2013). Our results demonstrated that inflammasome-related CASP1 and CASP4, which mediates non-canonical activation of the NLRP3 inflammasome, was highly expressed in APP/PS1 transgenic model mice, which was in concordance with previous studies (Schmid-Burgk et al., 2015). Inflammatory factors, like APOBEC3, CLEC4D, DDX3X, FCGR4, IFIH1, IRF7, NAIP2, NAIP5, CLEC5A, PTPRC and PLA2G4A, were also overexpressed in APP/PS1 transgenic model mice. PLA2G4A has been demonstrated to mediate apoptotic neuronal death in AD brain and could be induced by aggregated Aβ peptide_1−42_ (Sagy-Bross et al., 2013). PTPRC (CD45) was upregulated in microglial and has been association with AD (Masliah et al., 1991). In addition, we also observed that cell-cycle protein CDK1 (CDC2) was upregulated in APP/PS1 transgenic model mice, which is associated with the pathogenesis of AD (Johansson et al., 2005). Most importantly, our study also found that the disordered changes in neurons were effectively restored by treatment with HPYD through nasal administration, indicating HPYD as a potential therapeutic for AD.

In summary, we designed a new β-sheet breaker peptide HPYD, which showed better *in vitro* stability and inhibitory effects on Aβ_1−42_ aggregation compared to H102. HPYD could improve the learning and memory ability in APP/PS1 transgenic mice by reducing Aβ and APP protein levels. Microarray analyses demonstrated that dysregulated gene expression in model mice could be restored to normal levels after treatment with HPYD by inhibiting the aggregation of Aβ. This provides a novel therapeutic strategy for the treatment of AD.

## Author contributions

SX conceived project, WL, FS, and SX designed the study and wrote the paper. WL and FS performed the experiments. MW, FJ, XB, and LL provided technical assistance and contributed to the preparation of the figures and manuscript. HT contributed to English editing and academic writing in the whole manuscript. All authors reviewed the results and approved the final version of the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

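Brain RNA of 9 samples was measured on GeneChip Mouse Gene 1.0 ST arrays, 3 in each of the control, model and HPYD groups, and the groups were taken from the sample labels and the paper. The authors deposited 1 table with a log2 value per probe set and array. The submitters' processing notes name MAS5, without a version, and the paper's text names no normalization, filter or test for the arrays, while its statistics section gives one-way analysis of variance with the Student-Newman-Keuls test. The background correction and normalization behind the values are not given in the sources used here, so they could not be repeated.

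The values were analysed as they are, in R 4.3.3 with limma 3.58.1. Gene symbols came from the platform's gene table, and a probe set with several symbols or none was left out. Of the Entrez identifiers, 21698 were matched to the RefSeq genes of GRCm38.p6, which changed 0 symbols. For the 999 genes with several probe sets, the one with the highest mean was kept. The number of columns not used was 0. The 3 groups were fitted together without a covariate, with 6 residual and 2.13 prior degrees of freedom, and a gene was called at an adjusted p under 0.05 after the Benjamini-Hochberg adjustment. The 57 gene lists comprised 28 lists of cell types and tissues and 29 other lists. Single genes were compared with exact two-sided permutation tests. Genes were named by a fixed rule: every gene that the text, Table 1 or Fig. 5D of the paper names; for each comparison without a gene past the threshold, from the 5 genes with the smallest p in each direction; up to 4 members of each list described, those with the smallest adjusted p or, in a list that did not move, the highest mean; genes of the transgenes, sex-linked and housekeeping genes as checks of the labels; and genes readable in Fig. 5A that belong to a list described. Genes outside the rule were named after their values were seen, as is said where they stand.

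The fit was tested on simulated data for model against control with 19938 genes. Planted log2 changes of 0.5, 1 and 2 were recovered in 47.7%, 83.2% and 95.4% of cases, and 196 other genes were called over 20 draws. These rates do not carry over to the real arrays. There Xist, at a log2 fold change of 6.15 for model against control, had an adjusted p of 0.859 from limma. It passed once the array labelled HPYD group 3 was left out. Counts of 0 therefore do not show that no gene changed. Alternatives were other normalizations, a filter on dim genes, other variance models, array weights, only the arrays compared, the replicate number as a block, other ways to join probe sets, the test of the paper's statistics section, other thresholds, and leaving out each array in turn. Those added after seeing the data were the fit without the 3 arrays with raised skeletal muscle genes, that level as a covariate, and an unadjusted p under 0.05 alone. The set of lists refitted under each alternative was widened after a first full run to every list described, which changed no main value. The tallies of list shifts over the alternatives cover this widened set. Comparisons that share the model arrays were set beside 100 simulated draws of unchanged groups.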

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

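All tests in this part were chosen after the results were seen, apart from limma's fold changes and adjusted p-values. Those come from the fit fixed before the data were examined. In the array labelled HPYD group 3, App and Prnp lay at or below the control level. A lowering of these transcripts by HPYD in every treated mouse is argued against by Prnp in HPYD group 1 and 2, whose mean was 0.0163 above the model mean (SD of the model arrays 0.07), and a swap with a control array by the 0 control arrays with App and Prnp at the model level. RNA of a mouse without the transgenes stays open: Prnp at -0.26 from the control mean in that array is the observation itself and does not set this apart from other explanations. A change in that mouse alone, or another error of labelling, stays open too, since its Nnt (8.57) lay between the groups and its Gabra2 (10.17) within the range of the model arrays.

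Skeletal muscle and granulocyte genes were high in model group 1 and 2. Erythroid genes lay 0.46, 1.15 and -0.02 from the control mean in model group 1, 2 and 3 and 0.50 in HPYD group 2. In the same arrays, bone and cartilage genes lay at 0.69, 0.38, 0.00 and 0.34, and liver genes at 0.03, -0.02, -0.02 and 0.06. An effect of the transgenes in every transgenic mouse is argued against, as 0 of 28 muscle genes lay at least 1 log2 unit above every control array in model group 3 or HPYD group 1. RNA from tissue outside the brain stays open: in both model group 1 and 2, 23 of the 28 did so, which is the observation itself and does not favour this over other explanations, with Acta1 at 10.23 and 11.93 and Ckm at 8.94 and 10.59. Of the 28 genes, 5 also stand in the heatmap of Fig. 5A, and Pvalb is also a marker of inhibitory neurons. No sort or gate would have removed such tissue, and how the brains were dissected is not given in the sources used here.

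Sex-linked genes and Nnt stood apart between the control and the model group. For 4 of 4 genes (Xist and the Y-linked Uty, Eif2s3y and Kdm5d) the arrays of these groups did not overlap. Mice of the other sex in the control group stay open as an explanation, for which these genes are the observation itself and no separate test. A difference of substrain may underlie the lower Nnt (log2 fold change -0.92), although the paper states that the controls shared the transgenic mice's genetic background. Such a difference cannot be told apart from the groups, because all arrays of a group share their source by their labels. The paper's text does not name the sex of the mice. Because these genes separate all model arrays from all control arrays, sex and transgenes cannot be told apart for model against control. Effects of sex on other genes in these comparisons stay open.

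Among genes that the paper does not discuss, those below had a lowest model array at least 1 log2 unit above the highest control array. They were picked here after the results were seen. Xist, Ccl6 and Clec7a are also named in earlier parts, and Cst7, Cbln3 and Gabra6 were named only after their values were seen. This gap was 5.49 for Xist. It was 1.73 for Cst7 and 1.47 for Ccl6, and 1.1 for Clec7a, whose level in the array labelled HPYD group 3 was 4.93. Cbln3 and Gabra6, genes of cerebellar granule cells, had gaps of 1.42 and 1.37 and reached 12.11 and 11.35 in model group 2 and 12.06 and 11.29 in the array labelled HPYD group 3, against 5.95 and 4.54 in HPYD group 1. All of these had an adjusted p of 0.859 from limma for model against control.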

How the results depend on the processing

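The settings without the 3 arrays with raised muscle genes, with the muscle covariate and with an unadjusted p under 0.05 alone were chosen after seeing the data. Without the muscle arrays, model group 3 is the only model array and is assumed to vary like the other groups, so calls lost or turned there rest on that array and do not show where a shift comes from. The muscle level was 2.07, 3.68 and 0.03 in the model arrays and 0.71 in HPYD group 2. The covariate fit therefore leans on model group 3 as well, and these settings do not test a list independently. The skeletal muscle list had to lose its call with the covariate, which is its own level. Counts of genes past an adjusted p were 0 for every comparison under other normalizations, variance models, array weights, the dim filter, other ways to join probe sets, an adjusted p under 0.1 and the methods' test after Benjamini-Hochberg. The exceptions were 5 genes for model against control with only the 6 arrays compared, and the fits without HPYD group 3. The methods' test without adjustment gave 287 genes for model against control, 137 for HPYD against model, 241 for HPYD against control, 63 changed and moved back and 441 among the 3 groups. In the same order, an unadjusted p under 0.05 gave 980, 393, 646, 114 and 546, with a fold of at least 1.5 206, 42, 71, 27 and 109, with a fold of at least 1.2 647, 193, 364, 71 and 408, and an unadjusted p under 0.01 146, 33, 81, 7 and 71. Leaving out each array in turn gave 0 to 7, 0 to 0, 0 to 8, 0 to 0 and 0 to 7 genes.

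The share left ranged from 0.440 to 0.764 with 1 array left out and was 0.171 without the muscle arrays and 0.287 with the muscle covariate. Lists that shifted numbered 31 to 38 for model against control, 18 to 34 for HPYD against model and 14 to 33 for HPYD against control with 1 array left out, and 0 for each with an estimated correlation and with fry. Without the muscle arrays they were 16 for both of the first comparisons, and with the muscle covariate 23 and 13. Of the RT-qPCR genes, 7 passed the methods' test without adjustment, and 0 to 0 passed over all genes with 1 array left out. Adjusted over the list alone, leaving out 1 array gave 0 to 18, 0 to 10 and 0 to 2 genes for the 3 comparisons. For model against control the count was 11 with the dimmest 33.3% of genes left out, 0 without the muscle arrays and 0 with the muscle covariate. The lists that passed in both directions were microglia for HPYD against model, at 0.18 without HPYD group 3 and from -0.36 to 0.18 over all arrays left out in turn, granulocytes for model against control (-0.37) and fatty acid oxidation for HPYD against model (0.13) without the muscle arrays, and granulocytes (0.70) and the interferon response (0.074) for HPYD against model with the muscle covariate. In 28 of 1197 cases the median of a list that passed took the other sign, these 5 included, and 20 of the 28 did not pass there. For HPYD against model, these were without HPYD group 3 plaque-associated microglia (0.04), complement (0.03) and immediate early genes (0.15), with the dimmest 33.3% of genes left out the inflammasome (0.02) and the interferon response (0.01), and the interferon response without model group 2 or HPYD group 1. The other 13 came with the muscle arrays left out or the muscle covariate. Under both of these settings, plaque-associated microglia, microglia, Fc and C-type lectin receptors, the interferon response, the inflammasome, RIG-I-like receptor signalling, cytokines, oligodendrocytes and the RT-qPCR genes kept their call for model against control. NOD-like receptor signalling, fatty acid oxidation, lipid synthesis, brown adipose tissue and complement lost it without the muscle arrays and kept it with the covariate. Skeletal muscle, granulocytes, monocytes, cell cycle, antigen presentation, striatal neurons, synapse, histones, sodium channels, reactive astrocytes and pituitary did not keep it under either. With 1 array left out, the microglia call for model against control was lost without model group 1 (median 0.10, adjusted p = 0.162). It was also lost without model group 3 (0.09, adjusted p = 0.369). The median and camera differed in sign for cytokines in model against control with arrays shifted to one median (-0.03, adjusted p = 0.0026) and, for HPYD against model, for immediate early genes without model group 3 (0.02, adjusted p = 0.0436) and the interferon response with array weights (8.3e-04, adjusted p = 0.0122). In the last case camera's adjusted p equalled that of the main fit, so only the median had moved. Over all alternatives, 1620 list shifts kept camera's direction and their side of the threshold, 93 lost and 45 gained the threshold, 64 that had not passed took the other direction and 5 reversed. The other variance models and array weights gave the main fit's counts of 38, 28 and 20 lists for the 3 comparisons. Settings that leave camera as it was enlarge the 1620 and the 1197 without testing the lists. Named genes kept direction and side in 14825 cases, took the other direction in 654 and gained the threshold in 19. The causes were not tested. The offset planned for a linear table was not run, since the table is log2.

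Arrays of equal number did not deviate together (r across genes from -0.32 to 0.18, which are not independent replicates), and 0 of 9 arrays correlated best with its own number. Deviations of model and HPYD arrays were closest between unequal numbers, model group 1 with HPYD group 2 (r = 0.588), 2 with 3 (0.588) and 3 with 1 (0.590). The replicate block gave 0 genes in every comparison and a share left of 0.548.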

Differences from the paper's values

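The paper selects 119 genes with significant differences and states no threshold for the arrays. Limma's moderated F test over the 3 groups gave 0 genes. Of 24 alternatives set before the data were examined, only an unadjusted p under 0.05 with a fold of at least 1.5, at 109 genes, came within 1.5 times of the paper's count, and the others ranged from 0 to 441. The paper's count of genes lower in the model group and moved back is 15, and the count here 0. Only an unadjusted p under 0.05 with a fold of at least 1.2 came close, at 11, and the others ranged from 0 to 40.

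For the RT-qPCR genes, the paper's levels relative to the control group, mean ± SD, were read by eye, and the array values are means of the same groups. Pla2g4a in the model group is about 2.1 in Fig. 6, read by eye, against 1.29 on the arrays. Clec4d is about 7.6 in Fig. 6, read by eye, against 1.403, and Clec5a about 3.9 in Fig. 6, read by eye, against 1.61. Casp4 is about 2.5 in Fig. 6, read by eye, against 1.23, and Ifih1 about 2.2 in Fig. 6, read by eye, against 1.23. App is about 2.2 in the model group in Fig. 6, read by eye, against 1.32, and about 0.65 in the HPYD group in Fig. 6, read by eye, against 1.19. Scn9a in the model group is about 3.1 in Fig. 6, read by eye, against 0.605, the opposite direction. None of the alternatives set before the data were examined brought these values together. Of the 18 genes, 17 lay on the same side of the control group in Fig. 6 and on the arrays in the model group, as did 9 in the HPYD group. All 18 are lower in the HPYD group than in the model group in Fig. 6, and 17 are on the arrays.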

Other observations

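The fits with the arrays' skeletal muscle level as a covariate and the tests of other splits of the arrays were chosen after the results were seen. Genes of oligodendrocytes had higher means in the model and HPYD groups than in the control group. All 13 had a higher mean in the model group, by a median of 0.40 (adjusted p = 2.75e-07 from camera; adjusted p = 0.242 with an estimated correlation), among them the iron carrier Trf (0.57) and the myelin protein gene Mbp (0.19), and the median was 0.38 for HPYD against control (adjusted p = 2.46e-05; adjusted p = 0.646 with an estimated correlation). Over all genes 0 of them passed, as did 0 adjusted over the list alone, and the arrays overlapped: control group 2 lay at 0.37, above model group 1 at 0.08 and HPYD group 2 at 0.11, and the array labelled HPYD group 3 at 0.53. Choroid plexus markers also rose, by 0.69 for model against control (adjusted p = 0.00071 from camera). For HPYD against control they rose by 0.61 (adjusted p = 0.00859). Neither passed with an estimated correlation (adjusted p = 0.375 and 0.646). They lay at -0.53, 1.00 and -0.50 in the control arrays and 0.41, 0.95 and 0.61 in the model arrays. In the HPYD arrays they lay at 0.95, -0.31 and 1.19. A link between these lists was not tested. Complement genes rose in the model group by a median of 0.41 (adjusted p = 3.98e-05; adjusted p = 0.234 with an estimated correlation), with C4b at 0.79, and genes of antigen presentation by 0.27 (adjusted p = 4.77e-06; adjusted p = 0.242 with an estimated correlation), with Cd74 at 1.06 and B2m at 0.39. Genes of reactive astrocytes rose by 0.26 (adjusted p = 7.72e-05; adjusted p = 0.242 with an estimated correlation). Gfap, the filament protein of astrocytes, was 10.65, 10.07 and 10.44 in the model arrays, 10.47 and 10.88 in HPYD group 1 and 2, and 9.65 in the array labelled HPYD group 3. With the muscle covariate, the oligodendrocyte and complement lists still passed for model against control (medians 0.36 and 0.19, adjusted p = 8.66e-07 and 0.0168), and antigen presentation and reactive astrocytes did not (0.04 and 0.07, adjusted p = 0.538 and 0.184). Without the 3 arrays with raised muscle genes, also chosen after the results were seen, model group 3 is the only model array, and the complement call was lost (0.18, adjusted p = 0.0534) and the oligodendrocyte call kept (0.46, adjusted p = 1.57e-09).

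Genes of striatal neurons separated arrays within groups. All 10 had a lower mean in the model group, by a median of -0.93 (adjusted p = 1.47e-05 from camera; adjusted p = 0.257 with an estimated correlation), but the median was -1.29 and -1.58 in model group 1 and 2 and -0.05 in model group 3, and -0.07 in HPYD group 1 against -1.37 in HPYD group 2 and -1.24 in the array labelled HPYD group 3. Rgs9, a regulator of dopamine signalling, was 8.06, 7.92 and 9.88 in the model arrays. Genes of the synapse fell by 0.20 in the model group (adjusted p = 0.00087; adjusted p = 0.506 with an estimated correlation), a call that was lost without model group 2 (median -0.01, adjusted p = 0.618). With the muscle covariate, the striatal and synapse calls were both lost for model against control (medians -0.15 and 0.04, adjusted p = 0.538 and 0.454), and both lists passed for HPYD against model (-0.68 and -0.27, adjusted p = 0.000127 and 5.63e-05). Immediate early genes fell by 0.20 for HPYD against model (adjusted p = 0.0007; adjusted p = 0.454 with an estimated correlation). This call was lost without model group 1 (adjusted p = 0.169) and without the array labelled HPYD group 3, where the median turned to 0.15 (adjusted p = 0.877). Without model group 3 the median was 0.02 although camera still gave a fall (adjusted p = 0.0436). Arc, a gene induced by neuronal activity and named after its values were seen, was 7.85 in the array labelled HPYD group 3 and 8.61 in model group 2. Markers of excitatory neurons were low in the same arrays, at -0.97 in both model group 2 and the array labelled HPYD group 3 and between -0.12 and 0.16 in the others. The immediate early genes lay at -1.07 and -0.85 in these 2 arrays, the synapse genes at -0.57 and -0.55 and markers of inhibitory neurons at -0.53 and -0.41. The excitatory list did not pass for model against control (median -0.33, adjusted p = 0.130) or HPYD against model (-0.06, adjusted p = 0.440), and it fell for HPYD against control (-0.38, adjusted p = 0.0355; adjusted p = 0.646 with an estimated correlation). Prl, the pituitary hormone prolactin, was 13.26, 11.10 and 9.03 in the model arrays. The pituitary list lay at 1.23, 0.24 and -0.06 in these arrays. It lay at 0.24 and 0.50 in HPYD group 1 and 2 and 2.09 in the array labelled HPYD group 3. It rose by 0.48 for model against control (adjusted p = 0.00287 from camera) and 0.91 for HPYD against control (adjusted p = 6.4e-05). Neither passed with an estimated correlation (adjusted p = 0.375 and 0.626).

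For model against control, the real split gave 980 genes at an unadjusted p under 0.05 and the highest other split 1489, and as large a count came in 2 of 10 splits. The lists numbered 38 against 34 in the highest other split (1 of 10), and the RT-qPCR genes adjusted over the list alone 18 against 0 (1 of 10). For HPYD against model the genes numbered 393 against 3589 (8 of 10), the lists 28 against 28 (2 of 10) and the RT-qPCR genes 0 against 10 (10 of 10). For HPYD against control they were 646 against 1095 (5 of 10), 20 against 23 (4 of 10) and 0 against 0 (10 of 10). With 10 splits, 3 arrays against 3 are too few for a share under 0.05. The RT-qPCR counts cannot weigh chance, because the study chose these genes on the real groups. A real count of 0 is also reached by every split. Chance was not excluded for the 114 genes moved back, with 41 of 100 drawn splits as large and 1976 in the highest, nor for the 546 genes of the F test, with 54 of 100 and 3971. The split of model group 1, model group 3 and HPYD group 1 against the others called several times the real count for HPYD against model, which points to a structure of the samples. Among the splits of that comparison, only 1 gave genes past an adjusted p under 0.05, at 123. It set the arrays with raised muscle genes, model group 1 and 2 and HPYD group 2, against the others. That split also gave the 28 lists and the 10 RT-qPCR genes.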
